# ACSA‐2 and GLAST classify subpopulations of multipotent and glial‐restricted cerebellar precursors

**DOI:** 10.1002/jnr.24842

**Published:** 2021-05-31

**Authors:** Christina Geraldine Kantzer, Elena Parmigiani, Valentina Cerrato, Stefan Tomiuk, Michail Knauel, Melanie Jungblut, Annalisa Buffo, Andreas Bosio

**Keywords:** ACSA‐2, astrocytes, Bergmann glia, cerebellum, prospective white matter, RRID:AB_10000325, RRID:AB_10000343, RRID:AB_10013382, RRID:AB_1036062, RRID:AB_10829302, RRID:AB_10829314, RRID:AB_1566510, RRID:AB_2113602, RRID:AB_221569, RRID:AB_2299035, RRID:AB_2307313, RRID:AB_244365, RRID:AB_244373, RRID:AB_2651192, RRID:AB_2655070, RRID:AB_2655072, RRID:AB_2655591, RRID:AB_2660782, RRID:AB_2660783, RRID:AB_2727361, RRID:AB_2727421, RRID:AB_2727423, RRID:AB_442102, RRID:AB_477499, RRID:AB_641021, RRID:AB_871621, RRID:AB_871623, RRID:AB_90949, RRID:AB_91789, RRID:ISMR_CARD:290, RRID:SCR_001905, RRID:SCR_001915, RRID:SCR_002798, RRID:SCR_003070, RRID:SCR_005012

## Abstract

The formation of the cerebellum is highly coordinated to obtain its characteristic morphology and all cerebellar cell types. During mouse postnatal development, cerebellar progenitors with astroglial‐like characteristics generate mainly astrocytes and oligodendrocytes. However, a subset of astroglial‐like progenitors found in the prospective white matter (PWM) produces astroglia and interneurons. Characterizing these cerebellar astroglia‐like progenitors and distinguishing their developmental fates is still elusive. Here, we reveal that astrocyte cell surface antigen‐2 (ACSA‐2), lately identified as ATPase, Na+/K+ transporting, beta 2 polypeptide, is expressed by glial precursors throughout postnatal cerebellar development. In contrast to common astrocyte markers, ACSA‐2 appears on PWM cells but is absent on Bergmann glia (BG) precursors. In the adult cerebellum, ACSA‐2 is broadly expressed extending to velate astrocytes in the granular layer, white matter astrocytes, and to a lesser extent to BG. Cell transplantation and transcriptomic analysis revealed that marker staining discriminates two postnatal progenitor pools. One subset is defined by the co‐expression of ACSA‐2 and GLAST and the expression of markers typical of parenchymal astrocytes. These are PWM precursors that are exclusively gliogenic. They produce predominantly white matter and granular layer astrocytes. Another subset is constituted by GLAST positive/ACSA‐2 negative precursors that express neurogenic and BG‐like progenitor genes. This population displays multipotency and gives rise to interneurons besides all glial types, including BG. In conclusion, this work reports about ACSA‐2, a marker that in combination with GLAST enables for the discrimination and isolation of multipotent and glia‐committed progenitors, which generate different types of cerebellar astrocytes.

**Significance**

The developing cerebellum comprises a variety of glial precursor populations. Distinguishing these populations will be beneficial to better understand the role of glial cells during cerebellar development and their impact on developmental diseases. By using astrocyte cell surface antigen‐2 (ACSA‐2) in combination with GLAST we developed a cell surface marker code that allows for the separation of multipotent versus parenchymal astrocytes‐restricted precursors from the neonatal murine cerebellum. Consequently, this makes ACSA‐2 a powerful tool to study differences in cerebellar glia not only in homeostasis but also during development and disease.

## 1 INTRODUCTION

Astrocytes, the most abundant type of glia cells of the central nervous system (Kettenmann & Ransom, 2005), preserve brain function and execute a variety of neuro‐protective mechanisms (Ben Haim & Rowitch, 2017; Bylicky et al., 2018). Although their physiological properties are very well studied (Verkhratsky & Nedergaard, 2018), their functional and molecular properties during development, homeostasis, aging, and disease are not fully understood yet (Becerra‐Calixto & Cardona‐Gomez, 2017; John Lin et al., 2017; Matias et al., 2019; Miller, 2018). A versatile model to study the ontogeny of astrocytes is the cerebellum; hence its four‐layered structure presents distinct major astroglial phenotypes. Cerebellar cell types are clearly distinguishable by morphology, molecular features, and layering: the innermost layer, the white matter (WM), and the intermediate layer, the granular cell layer (GL), harbor parenchymal astrocytes including fibrous and velate protoplasmic astrocytes, respectively. The Purkinje cell layer (PCL) marks the border between the GL and the outermost layer, the molecular layer (ML). In the ML unipolar Bergmann glia (BG) and Fañanas cells can be found (Buffo & Rossi, 2013; Goertzen & Veh, 2018).

Astroglial precursors in the nascent cerebellum are poorly understood. Astrogliogenesis occurs in two secondary proliferative niches: the prospective white matter (PWM) and the PCL. Descendants of the PCL are BG and velate granular layer astrocytes (Cerrato et al., 2018). Astroglia‐like cells in the PWM are multipotent and develop interneurons and WM astrocytes at a defined period of the postnatal age (Parmigiani et al., 2015).

The astrocyte cell surface antigen‐2 (ACSA‐2) (Kantzer et al., 2017) binds to an extracellular epitope of the ATPase, Na^+^/K^+^ transporting, beta 2 polypeptide (ATP1B2) (Batiuk et al., 2017)—also known as the adhesion molecule on glia (Antonicek & Schachner, 1988; Pagliusi et al., 1990). It allows for specific identification and isolation of living astrocytes from wild‐type mice. Although ACSA‐2 is predominantly co‐expressed with the pan astrocyte marker GLAST (Kantzer et al., 2017) its expression pattern appears unique in the adult cerebellum (Batiuk et al., 2017; Kantzer et al., 2017).

Here we describe the expression of ACSA‐2 in defined astroglial‐like progenitors throughout the development of the cerebellum. Immunophenotyping, transcriptomic data, and transplantation assays demonstrate that ACSA‐2 marks a subpopulation of GLAST^+^ cells and thus discriminates two distinct populations of multipotent and glia‐committed progenitors, which generate distinct types of cerebellar astrocytes.

## 2 MATERIALS AND METHODS

### 2.1 Experimental animals

Experimental procedures were performed on wild‐type mice (C57BL/6 background), on β‐actin–green fluorescent protein (GFP) (Okabe et al., 1997) (RRID:ISMR_CARD:290) and human glial fibrillary acidic protein (hGFAP)‐GFP transgenic mice (Zhuo et al., 1997). Animals were maintained under specific pathogen‐free conditions according to the recommendations of the Federation of European Laboratory Animal Science Association.

All procedures were carried out in accordance with the European Communities Council Directive European Communities Council (86/609/EEC) and (2010/63/EU), the NIH guidelines and the Italian Law for Care and Use of Experimental Animals, (DL26/14), and were approved by the Italian Ministry of Health and the Bioethical Committee of the University of Turin.

### 2.2 Tissue dissociation

Murine neonatal cerebellar tissue, of either sex, was dissociated using the Neural Tissue Dissociation Kit – Postnatal Neurons with trypsin (Miltenyi Biotec) in combination with the gentleMACS™ Octo Dissociator with heaters. Dissociated tissue was passed through a 100 μm cell strainer (BD) and pelleted by 10 min centrifugation at 300 g at room temperature (RT). The cell pellet was resuspended in D‐PBS buffer (Lonza) and processed immediately.

### 2.3 Flow cytometry analysis

Murine single‐cell suspensions, of either sex, were obtained from cerebellar tissue, incubated with FcR Blocking Reagent mouse (Miltenyi Biotec) to prevent unspecific antibody binding and then stained with fluorochrome‐conjugated antibodies (compare also Table 1): Anti‐ACSA‐2‐((FITC) Cat# 130‐116‐243 RRID:AB_2727421), Anti‐ACSA‐2‐((APC) Cat# 130‐116‐245 RRID:AB_2727423), Anti‐ACSA‐2‐((PE) Cat# 130‐116‐141 RRID:AB_2727361), Anti‐GLAST (ACSA‐1)‐((APC) Cat# 130‐098‐803 RRID:AB_2660783), Anti‐GLAST (ACSA‐1)‐((PE) Cat# 130‐098‐804 RRID:AB_2660782), Anti‐CD15‐((PE) Cat# 130‐091‐375 RRID:AB_871623), Anti‐CD15‐((APC) Cat# 130‐091‐371, RRID:AB_871621), Anti‐A2B5‐((FITC) the antibody was discontinued—corresponds to Cat# 130‐093‐394, RRID:AB_1036062), Anti‐CD140a(PDGFRα)‐((PE) Cat# 130‐109‐783, RRID:AB_2655070), Anti‐CD140a(PDGFRα)‐((APC) Cat# 130‐109‐784, RRID:AB_2655072) (all Miltenyi Biotec; titer according to the manufacturer's protocol). For the gating, we used side scatter versus forward scatter to determine neural cells. Cell debris and dead cells were identified by Propidium Iodide (Miltenyi Biotec) and excluded from the analyses. After excluding doublets, the frequencies of stained cells were identified using the channel appropriate for the selected fluorophore (compare Figure 3). Data were acquired on a MACSQuant Analyzer 10 and processed using the MACSQuantify Software (both Miltenyi Biotec). Frequencies present the percentage of gated cells.

**TABLE 1:** Antibody and MicroBeads list

Antibody	Species	Clone	RRID
Anti‐Agt	Rabbit	EPR22199‐203	
Anti‐ACSA‐2	Rat	IH3‐18A3	RRID:AB_2651192
Anti‐ACSA‐2‐(FITC)	Rat	IH3‐18A3	RRID:AB_2727421
Anti‐ACSA‐2‐(APC)	Rat	IH3‐18A3	RRID:AB_2727361
Anti‐ACSA‐2‐(PE)	Rat	IH3‐18A3	RRID:AB_2727361
Anti‐ACSA‐2 Microbeads	Rat	IH3‐18A3	
Anti‐A2B5‐(FITC)	Mouse	105‐HB2	RRID:AB_1036062
Anti‐Biotin MicroBeads			RRID:AB_244365
Anti‐BLBP	Rabbit		RRID:AB_10000325
Anti‐CD140a(PDGFRα)‐(PE)	Rat	APA5	RRID:AB_2655070
Anti‐CD140a(PDGFRα)‐(APC)	Rat	APA5	RRID:AB_2655072
Anti‐CD15‐(PE)	Mouse	VIMC6	RRID:AB_871623
Anti‐CD15‐(APC)	Mouse	VIMC6	RRID:AB_871621
Anti‐CD45 MicroBeads	Rat	30F11	
Anti‐GFAP	Rabbit		RRID:AB_10013382
Anti‐GFAP	Goat		RRID:AB_641021
Anti‐GFP	Rabbit		RRID:AB_221569
Anti‐GFP	Chicken		RRID:AB_2307313
Anti‐GABA transporter 3	Rabbit		RRID:AB_90779
Anti‐GLAST	Mouse	ACSA‐1	RRID:AB_10829302
Anti‐GLAST	Guinea Pig		RRID:AB_90949
Anti‐GLAST (ACSA‐1)‐(APC)	Mouse	ACSA‐1	RRID:AB_2660783
Anti‐GLAST (ACSA‐1)‐(PE)	Mouse	ACSA‐1	RRID:AB_2660782
Anti‐GLAST‐Biotin	Mouse	ACSA‐1	RRID:AB_10829314
Anti‐Glutamate receptor 1	Rabbit		RRID:AB_2113602
Anti‐KI67	Rabbit		RRID:AB_442102
Anti‐L1CAM‐PE	Rat		RRID:AB_2655591
Anti‐MYBPC1	Rabbit		
Anti‐NG2	Rabbit		RRID:AB_91789
Anti‐NPY	Rabbit		RRID:AB_1566510
Anti‐OLIG2	Rabbit		RRID:AB_2299035
Anti‐PE MicroBeads			RRID:AB_244373
Anti‐PSA‐NCAM MicroBeads	Mouse	2‐2B	
Anti‐S100beta	Mouse	Clone SH‐B1	RRID:AB_477499
Anti‐Ter119 MicroBeads	Rat	Ter‐119	

### 2.4 Cell isolation by magnetic cell separation

Cerebella (either sex) derived from wild‐type and β‐actin‐GFP mice were dissected, pooled, dissociated, and blocked with FcR Blocking Reagent, mouse (Miltenyi Biotec). The Anti‐ACSA‐2 MicroBead Kit allowed for efficient enrichment of ACSA‐2^+^/GLAST^+^ cells to high purity using an MS column (both Miltenyi Biotec). The enrichment of ACSA‐2^−^/GLAST^+^ cells required a two‐step isolation protocol. First, single cells were labeled with Anti‐L1CAM‐PE (titer 1:2.5) (Cat# 130‐102‐865, RRID:AB_2655591) and then incubated with a mix of Anti‐PE MicroBeads (1:2.5) Cat# 130‐048‐801, RRID:AB_244373), Anti‐ACSA‐2 MicroBeads (1:2.5), Anti‐CD45 MicroBeads (1:10), Anti‐PSA‐NCAM MicroBeads (1:10), and Anti‐Ter119 MicroBeads (all MicroBead conjugates from Miltenyi Biotec) and processed using an LD column (Miltenyi Biotec) to deplete the unwanted cell types. The negative fraction was then incubated with Anti‐GLAST‐Biotin (Cat# 130‐095‐815, RRID:AB_10829314; Miltenyi Biotec) and then with Anti‐Biotin MicroBeads (Cat# 130‐091‐256, RRID:AB_244365; Miltenyi Biotec). Cells were subjected to magnetic cell separation to isolate GLAST positive cells.

### 2.5 Homochronic and heterochronic transplantations *in vivo*

MACS sorted cells from P1–P3 β‐actin‐GFP donor mice (Okabe et al., 1997), of either sex, were grafted into the cerebellum of neonatal β‐actin‐GFP^−^ littermates or P30 CD1 wild‐type mice, of either sex (60.000 cells/μl, two injections of 1 μl each). The vermis was targeted according to previously established protocols (neonatal: from lambda −1 mm AP, ±0.5 mm ML, 1 mm DV; adult: from bregma −7.2 mm AP, ±0.8 mm ML, 1.5–2 mm DV) (Carletti et al., 2008; Leto et al., 2006). Mice were sacrificed 30 days posttransplantation. Donor cells in the host tissue were recognized by intrinsic GFP expression. Their phenotypic traits were investigated by morphometric evaluation, layering, and expression of cell type‐specific markers.

### 2.6 Immunohistology

Adult and neonatal mice, of either sex, were anesthetized with ketamine (100 mg/kg body weight, Ketavet, Bayer) and xylazine (5 mg/kg body weight, Rompun, Bayer) and perfused with 4% paraformaldehyde (PFA) in 0.12 M phosphate buffer (PB). Brains were postfixed in 4% PFA overnight (o/n), stored in PBS and cryoprotected using 30% sucrose in 0.12 M PB. Tissue was embedded in OCT (TissueTEK), sectioned in 30‐μm‐parasagittal plane using a cryostat and collected as floating sections in PBS or placed directly on glass slides. For vibratome sectioning (adult brains), brains were embedded in 3.5% agarose plus 8% sucrose (both Merck), sectioned into 40–60 μm slices and collected as floating sections.

Immunostainings for ACSA‐2 were optimized for early postnatal tissue. A periodate‐lysine‐paraformaldehyde treatment (PL‐PFA: 0.01 M NaIO_4_, 0.1 M lysine, 4% PAF in 0.15 M NaP) was used to preserve glycoprotein antigens (McLean & Nakane, 1974). For immunofluorescence staining, sections were blocked with 1.5%–4% goat or donkey serum depending on the species of the secondary antibody (1 hr RT; Dianova; Jackson ImmunoResearch). Sections were incubated in PBS with serum and 0%–0.3% Triton‐X‐100 (Sigma) o/n at 4°C or RT with following antibodies (compare also RRID—Table 1): Anti‐ACSA‐2 (1:50 (neonatal)—1:250 (adult), (Miltenyi Biotec; Cat# 130‐099‐138, RRID:AB_2651192), Anti‐AGT (1:200 (rabbit monoclonal [EPR22199‐203] Cat#ab229005)), Anti‐BLBP (1:500; rabbit, polyclonal; Millipore Cat# ABN14, RRID:AB_10000325), Anti‐NG2 (1:200; rabbit polyclonal; Millipore Cat# AB5320, RRID:AB_91789), Anti‐GFP (1:700, rabbit, polyclonal; Molecular Probes Cat# A‐11122, RRID:AB_221569), Anti‐GFP (1:700, Aves Labs Cat# GFP‐1010, RRID:AB_2307313), Anti‐GLAST (ACSA‐1) (1:50‐1:250, Miltenyi Biotec Cat#130‐095‐822, RRID:AB_10829302), Anti‐GLAST (1:500, Millipore Cat# AB1783, RRID:AB_90949), Anti‐GFAP (1:1,000, Agilent Cat# Z0334, RRID:AB_10013382), Anti‐GFAP (1:250, Santa Cruz Biotechnology Cat# sc‐6170, RRID:AB_641021), Anti‐Glutamate receptor 1 (1:250, Millipore Cat# AB1504, RRID:AB_2113602), Anti‐Ki67 (1:500, Leica Biosystems Cat# NCL‐Ki67p, RRID:AB_442102), Anti‐MYBPC1 (1:500, Sigma‐Aldrich Cat#SAB3501005), Anti‐NPY (1:200, Abcam Cat# ab30914, RRID:AB_1566510), Anti‐PARVALBUMIN (1:1,500, mIgG1; Swant Cat# 235, RRID:AB_10000343), Anti‐S100β (1:1,000, Sigma‐Aldrich Cat# S2532, RRID:AB_477499), Anti‐OLIG2 (1:500, Millipore Cat# AB15328, RRID:AB_2299035). For MYBPC1 and NPY detection, the antigens were recovered at 80°C for 20 min in sodium citrate solution (10 mM, pH 6), while for AGT detection, a Tris‐EDTA Buffer (10 mM Tris Base, 1 mM EDTA, 0.05% Tween 20, pH 9) was used. After washing, the secondary species‐specific antibodies conjugated with Alexa Fluor 488, Alexa Fluor 555, Alexa Fluor 594, Alexa Fluor 647 (all 1:500; Invitrogen) or Cy3 (1:500; Jackson ImmunoResearch) were added for 1 hr (RT). In some cases, an anti‐mouse biotinylated secondary antibody (1:500; Jackson ImmunoResearch) was used followed by 1 hr incubation at RT with Streptavidin‐421 (1:200; BioLegend). Cell nuclei were stained with 4′, 6‐diamidino‐2‐phenylindole (DAPI; Fluka) or DRAQ5™ Alexa Fluor 647 (5 μM Abcam). Cells and sections were mounted with Mowiol or Mounting medium (Dako). For histological quantifications at least three sections per animals were analyzed. The absolute number of animals used is given in Tables 2, 3, 4, 5.

### 2.7 Imaging

Histological analyses of the grafts were performed using an E‐800 Nikon microscope. Confocal images were taken on a Zeiss (LSM) or a Leica (TCS SP‐5) confocal microscope. Images were processed using NIH ImageJ (RRID:SCR_003070) software.

### 2.8 Gene expression profiling.

Biological triplicates of A^−^/G^+^ and A^+^/G^+^ cells, derived from either sex, were isolated by magnetic cell separation (neonatal cerebellum P0/P1—50.000 cells/sample) and shock frozen. RNA was isolated with the RNeasy Mini Kit (Qiagen) and quality check was performed on the Agilent 2100 Bioanalyzer platform. Total RNA (up to 50 ng) was amplified and Cy3‐labeled according to the manufacturer's protocol (Agilent Low Input Quick Amp Labeling Kit). Dye incorporation and yield of cRNA were measured on the NanoDrop. Six hundred nanogram Cy3‐labeled fragmented cRNA were hybridized overnight (17 hr, 65°C) to Agilent Whole Mouse Genome Oligo Microarrays 8 × 60 K. Data were quantile normalized and differentially expressed probes were identified by a combination of effect size and statistical significance. Only probes with at least fourfold median up‐ or downregulation were compared. Out of these, only samples with a Benjamini–Hochberg corrected *p* value (two‐tailed Student's *t* test) less or equal to 0.05 were considered relevant. Heatmaps of median centered log2 intensities were generated by using the Multi‐Experiment Viewer Software (MeV v4.9) (RRID:SCR_001915). The volcano plot was generated with the statistical software R (v3.6.0) (RRID:SCR_001905).

The data discussed and methods used in this publication have been deposited in NCBI’s Gene Expression Omnibus (RRID:SCR_005012) and are accessible through GEO Series accession number GSE117886.

### 2.9 Analysis of sc/snRNA‐seq published data sets

To better understand the nature of the A^+^/G^+^ and A^−^/G^+^ cells and identify candidate marker genes for these two populations, we analyzed two recently published data sets of sc/snRNA‐seq in the embryonic/postnatal and adult mouse cerebellum (Kozareva et al., 2020; Vladoiu et al., 2019). The sequence data of these two data sets are available in the Gene Expression Omnibus (Boulay et al., 2017) repository under accession GSE118068 and at the Neuroscience Multi‐omics (NeMO) Archive (https://singlecell.broadinstitute.org/single_cell/study/SCP795/a‐transcriptomic‐atlas‐of‐the‐mouse‐cerebellum), respectively. For both data sets, the RNA‐seq count matrices were downloaded and processed with the Seurat R package (v 3.6.2).

Specifically, for the first data set (Vladoiu et al., 2019), we focused on the data obtained at P0 and P7. scRNAseq data were subjected to quality control, filtering of low‐quality cells, log‐normalization, scaling, and linear dimensional reduction (PCA) with the top 20 principal components. Afterwards, a graph‐based clustering approach was used to identify, for each developmental stage, the astrocyte population based on known marker genes (*Slc1a3*, *Fabp7*, *Aldh1l1,* and *S100b*). The count matrix of the astrocyte population was therefore extrapolated and further subjected to the same clustering approach to identify distinct subpopulations, as described in Figures [Link], [Link], [Link] (Cerrato et al., 2018; Farmer et al., 2016; Salvi et al., 2019). Specifically, the enriched expression of *Gdf10*, *Gria1,* and *Gria4* allowed identifying the BG/BG progenitor subpopulations, while other parenchymal astrocytes/astrocyte progenitors were classified as those cells showing higher expression of *Aqp4*. The expression of *Ptf1a*, *Dcx,* and *Ascl1*, typically high in neuronal progenitors (Gleeson et al., 1999; Grimaldi et al., 2009; Hoshino et al., 2005) allowed the classification of one of the clusters observed at P0 as a neurogenic progenitors cluster.

For the adult data set (Kozareva et al., 2020), the original classification of the distinct cerebellar cell types provided by the authors (Figure 4) was used to identify the astrocyte population within the data set. The count matrix of this population was then extracted and the data obtained from the distinct biological replicates (*n* = 6) were integrated according to the SCTransform workflow in Seurat (Hafemeister & Satija, 2019), to correct for batch effects. Subsequently, cells were subjected to clustering to identify the distinct astrocyte subpopulations (Figures [Link], [Link], [Link]).

The Seurat FindAllMarkers function was applied for both data sets to identify the differentially expressed genes of each cluster, selecting only significantly upregulated genes (*p* < 0.01) at least 1.4‐fold overexpressed in more than 25% of the cells belonging to the subpopulation of interest (when compared to all other astroglial cells in the data set under analysis). For the different developmental stages, the lists of the top 100 differentially expressed genes of the clusters classified as BG/BG progenitors, parenchymal astrocytes/astrocyte progenitors, or neurogenic progenitors were used.

**TABLE 2:** Statistical parameters of the pairwise comparison of A^+^/G^+^ and A^−^/G^+^ frequencies in different layers of the postnatal (P3) cerebellum

Comparison	Main effect	Layer	*N* (animals)	Applied test	Sidak's multiple comparison (*p*)
*Over total (DAPI+) cells*					
A^−^/G^+^ versus A^+^/G^+^	Interaction: *F*(2, 12) = 74.08; *p* < 0.0001 (***)	PCL/ML	*n* = 3	Two‐way ANOVA	<0.0001 (***)
	Layer: *F*(2, 12) = 45.58; *p* < 0.0001 (***)	GL			0.0259 (*)
	Cell type: *F*(1, 12) = 127.7; *p* < 0.0001 (***)	PWM			0.9989
*Over total BLBP^+^ astroglial‐like progenitors*					
A^−^/G^+^ versus A^+^/G^+^	Interaction: *F*(2, 12) = 453.8; *p* < 0.0001 (***)	PCL/ML	*n* = 3	Two‐way ANOVA	<0.0001 (***)
	Layer: *F*(2, 12) = 0.1286; *p* = 0.8806 (***)	GL			<0.0001 (***)
	Cell type: *F*(1, 12) = 1,958; *p* < 0.0001 (***)	PWM			0.7386

**TABLE 3:** Statistical parameters of the pairwise comparison of A^+^/G^+^ and A^−^/G^+^ frequencies during different stages of early postnatal cerebellar development, analyzed by flow cytometry

Age	*N* (animals)	Applied test	*t*	Main effect (*p*)
P1	*n* = 7 (per condition)	Paired *t* test	4.261	0.008 (**)
P3	*n* = 7 (per condition)	Paired *t* test	4.197	0.0057 (**)
P5	*n* = 9 (per condition)	Paired *t* test	5.345	0.0007(***)
P7	*n* = 7 (A^+^/G^+^); *n* = 9 (A^−^/G^+^)	Paired *t* test	6.92	0.0005 (***)

**TABLE 4:** Statistical parameters of the pairwise comparison of glial markers on A+/G+ and A^−^/G^+^ cells in the developing cerebellum, analyzed by flow cytometry

Age	*N* (animals)	Applied test	​t	Main effect (*p*)
P2	*n* = 3 (per condition)	Unpaired *t* test	11.23	0.0054 (**)
P6	*n* = 3 (per condition)	Unpaired *t* test	5.788	0.0139 (*)
P3	*n* = 3 (per condition)	Unpaired *t* test	5.037	0.032 (*)

**TABLE 5:** Test of independence for the cell populations revealed upon grafting

*N* (animals)	Applied test	*z*	Main effect (*p*)
BG versus astrocytes: A^+^/G^+^ (*n* = 7); A^−^/G^+^ (*n* = 9)	Chi‐squared test	21.98	<0.0001 (****)
Glia versus interneurons: A^+^/G^+^ (*n* = 7); A^−^/G^+^ (*n* = 9)	Chi‐squared test	19.08	<0.0001 (****)

### 2.10 Statistics

Statistics were calculated with GraphPad Prism (GraphPad Software Inc., California USA) (RRID:SCR_002798). Error bars in the graphs represent average values ± standard deviation (*SD*).

## 3 RESULTS

### 3.1 ACSA‐2 is expressed by subpopulations of astroglial cells in the adult and developing cerebellum

As others and we demonstrated previously, the ACSA‐2 reveals a broad expression in the murine adult cerebellum. Initial studies with the general astrocyte marker GLAST disclosed a non‐overlapping pattern in distinct astroglial populations of the adult cerebellum (Kantzer et al., 2017). To address this in more detail, high‐resolution analyses were performed and the dynamic and localization of ACSA‐2^+^ astrocytes were investigated using brain lipid‐binding protein (BLBP), besides GLAST; two markers that are known to be expressed by cerebellar astrocytes (Anthony et al., 2004; Cerrato et al., 2018). In line with former studies (Holmseth et al., 2012; Jungblut et al., 2012; Storck et al., 1992), GLAST was broadly expressed by BG, an astrocyte cell type closely associated with Purkinje neurons in the ML (Figure 1a″,c″; arrowheads in a). BG, that also present BLBP labeling (Figure 1b″; arrowheads in b), show weak expression of ACSA‐2 in the ML (Figure 1a′–c′; arrowheads in a,b). ACSA‐2 was predominantly found in the GL, just below the PCL but not in the PCL itself (Figure 1a′). Remarkably, ACSA‐2 never appeared as prominent on BG fibers (Figure 1b′,c′; arrowheads in b) as commonly seen for BG markers such as GLAST or BLBP (Figure 1b″,c″; arrowheads in b). In contrast to the ML, the intensities of GLAST and BLBP were lower in velate astrocytes (Figure 1a″–c″). In turn, the latter compartment comprised astrocytes displaying strong ACSA‐2 expression (Figure 1a′–c′). The inner part of the cerebellum, the WM, revealed co‐staining of ACSA‐2 and GLAST (Figure 1c).

**FIGURE 1:**
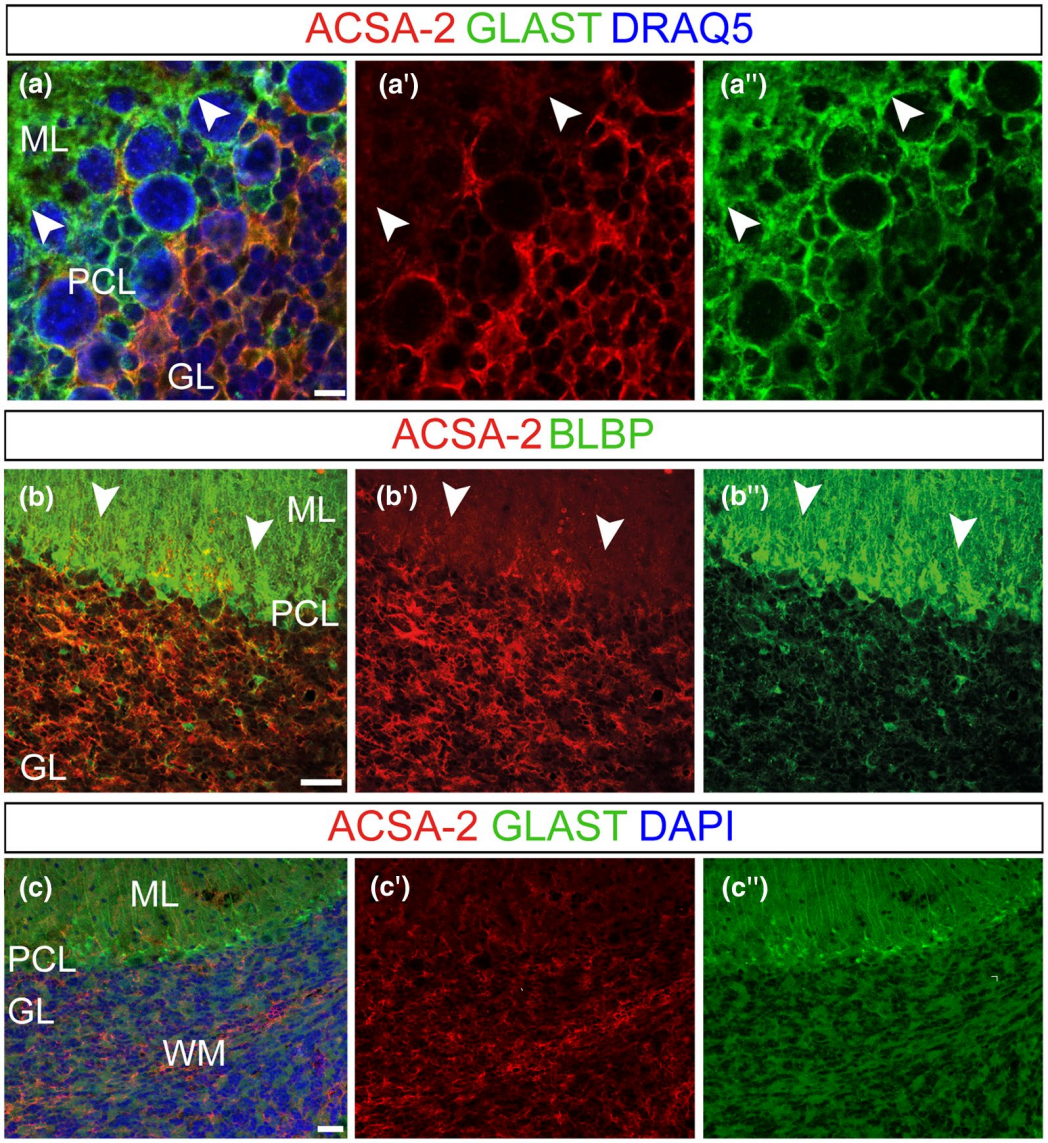
ACSA‐2 presents a unique expression pattern in the adult cerebellum. Coronal (a) and sagittal (b,c) adult mouse (younger than 2 months) cerebellar sections were used to investigate ACSA‐2 expression. Confocal stacks identified ACSA‐2, unlike the common astrocyte markers GLAST (a,c) and BLBP (b), to be distinct in the three cerebellar cortical layers (a,c). GLAST^+^ BLBP^+^ BG processes in the ML (a″,b″,c″; arrowheads in a″,b″) revealed weak ACSA‐2 expression (a′–c′; arrowheads in a′,b′). High ACSA‐2 expression was found on velate protoplasmic astrocytes in the GL (a′–c′). ACSA‐2 is further expressed by a third type of cerebellar glia, the fibrous astrocytes in the WM (c). Nuclear stain: DRAQ5 (a), DAPI (c). Scale bars: 5 μm (a), 50 μm (b) 30 μm (c). GL, granular cell layer; ML, molecular layer; PCL, Purkinje cell layer; WM, white matter

As cerebellar astrocytes are mainly generated postnatally (Cerrato et al., 2018), we addressed the ontogenesis of ACSA‐2^+^ astrocytes early after birth using immunostainings (Figure 2). To assess the specificity of ACSA‐2 labeling to astroglial cells, we co‐stained ACSA‐2 with the neural/glial antigen (NG2), which is expressed by oligodendrocyte precursor cells (OPCs) (Polito & Reynolds, 2005) (Figure S4a). No co‐expression of the two markers was detected (Figure S4a) and this result was further confirmed by cytofluorimetric assessment of positivity for ACSA‐2 and the other OPC marker platelet‐derived growth factor receptor alpha (PDGFRα) (Figure S4b). Thus, we concluded that ACSA‐2 only marks the astroglial lineage. Quantification of BLBP^+^ astroglial progenitors at P3 showed that they are present throughout the cerebellar layers: they represent a small fraction of cells in the PWM and GL while they are the major population in the PCL/ML (Figure S4c). Here, bona fide BG progenitors in the PCL and GL astrocytes, marked by BLBP (Figure 2a″,c″) and GLAST (Figure 2c″′), were ACSA‐2^−^ (Figures 2a′,c′ and S4d). ACSA‐2^+^ cells were exclusively found in discrete cell clusters of the PWM, in the depth of the cerebellar parenchyma and at the basis of lobules (Figure 2a,a′,b,b′,c,c′). Co‐expression with BLBP and GLAST confirmed these ACSA‐2^+^ cells to be of astroglial lineage (Figure 2b,c). However, only half of BLBP^+^ and GLAST^+^ astroglial precursors expressed ACSA‐2 (Figures 2a–c and S4c,d. PCL/ML *p* < 0.0001 over DAPI and BLBP‐positive cells; GL *p* = 0.0259 over DAPI and *p* < 0.0001 over BLBP, two‐way ANOVA with Sidak's multiple comparison; *n* = 3; Table 2). Investigating the PWM further, we detected ACSA‐2^+^/GLAST^+^ (Figure 2d–d″″, white arrowheads) as well as ACSA‐2^−^/GLAST^+^ cells (Figure 2d–d″″, filled white arrows) and a very rare population of ACSA‐2^+^/GLAST^−^ cells (not included in the quantifications, Figure 2d–d″″, empty arrows). These observations suggested that ACSA‐2 and GLAST define two major astroglial cell subsets in the developing cerebellum: ACSA‐2^+^ expressing cells that co‐express GLAST^+^ (A^+^/G^+^) and cells that are devoid of ACSA‐2 but express GLAST (A^−^/G^+^). The occurrence of these subsets was later confirmed by flow cytometry (Figure 3).

**FIGURE 2:**
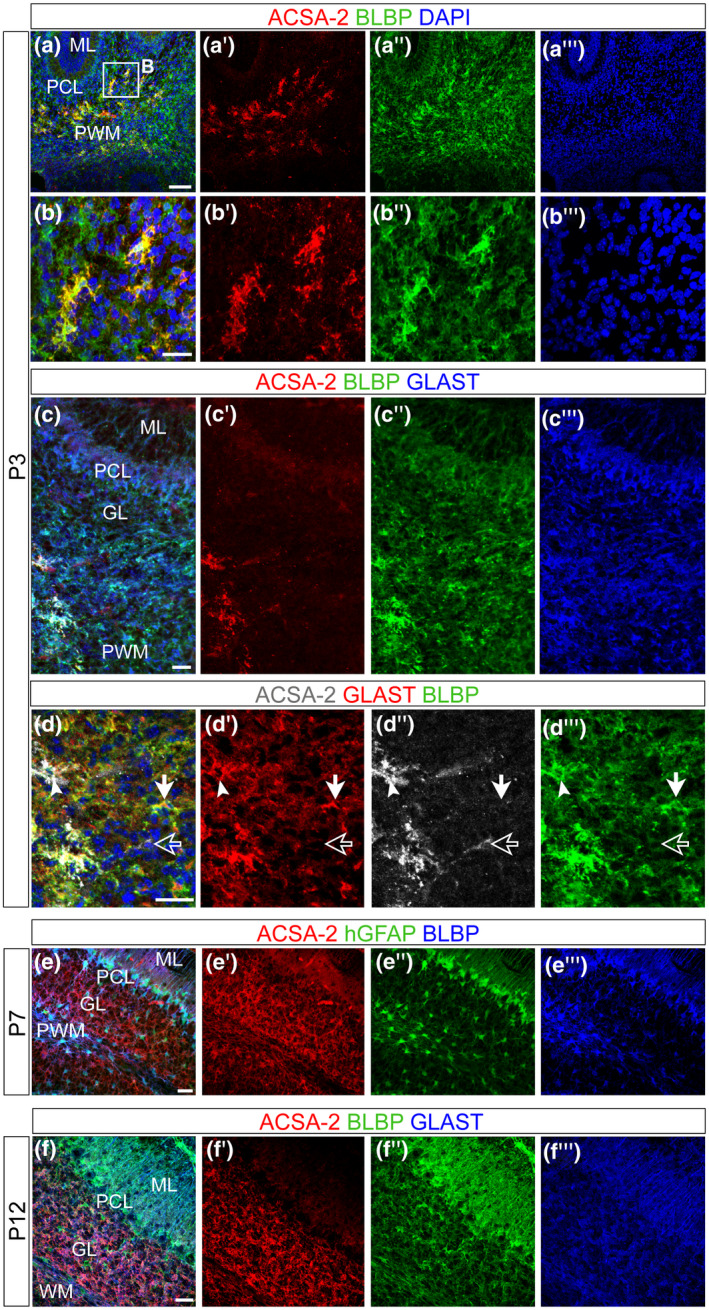
ACSA‐2 defines a subpopulation of astrocyte progenitors in the neonatal cerebellum. The ontogeny of ACSA‐2^+^ cells was investigated using confocal stacks of P3 (a–d), P7 (e) and P12 (f) sagittal sections. At P3, ACSA‐2 was not detected in the nascent ML (a′,c′) and neither in the PCL (a′,c′). BG progenitors, which are marked by BLBP and GLAST (a″,c″,c″′), are not expressing ACSA‐2. ACSA‐2 is present in the PWM (a′,b′,c′,d″) but it is not as broadly expressed as the common markers GLAST and BLBP (a″,c″,c″′,d′,d″′). Within the GLAST^+^ population (of the PWM) ACSA‐2 positive (white arrowheads in d) as well as ACSA‐2 negative cells (filled white arrows in d) and a very rare population of ACSA‐2^+^/GLAST^−^ cells (empty arrows in d) were detected (d–d″). At P7, the labeling of ACSA‐2 appeared in the PWM and the GL and overlapped with the reporter expression of the human glial fibrillary acidic protein (hGFAP) in the PWM and the GL (e). At P12, ACSA‐2 expression has expanded to include BLBP^+^ and GLAST^+^ cells in both inner compartments: the GL and the WM (f). DAPI, nuclear stain. Scale bars: 100 μm (a), 30 μm (c,e,f), 50 μm (b,d). GL, granular cell layer; ML, molecular layer; PCL, Purkinje cell layer; PWM, prospective white matter; WM, white matter

Since the PWM hosts proliferating progenitors with astroglial traits as well as post‐mitotic astrocytes, we inquired whether ACSA‐2^+^ astroglial cells could represent early post‐mitotic elements (Figure S5a–d: close up in b and orthogonal projection in c). Co‐labeling with the proliferation marker Ki67 showed that at P3 8.4% ± 1.55% (Figure S5d) of the ACSA‐2^+^ cells in the PWM proliferate (Figure S5a and close up in b). This frequency is comparable to that of the whole astroglial‐like progenitor population in the PWM (8.9% ± 0.3%, Parmigiani et al., 2015). This finding indicates that ACSA‐2 does not exclusively identify post‐mitotic elements but does include proliferating progenitors to the same extent of the rest of the astroglial population.

We then investigated a second developmental stage (P7) using a transgenic mouse‐line, that expresses GFP under the control of the human glial fibrillary acidic protein (hGFAP) promoter (Figure 2e). The reporter was, like BLBP, broadly expressed throughout the layers of the developing cerebellum (Figure 2e″,e″′). In contrast to the pattern seen at P3, at P7, ACSA‐2 expression was found in the PWM and in areas of the GL (Figure 2e′). At P12, before the completion of cerebellar maturation, ACSA‐2 already displayed an expression pattern like that seen in the adult: it decorated velate protoplasmic astrocytes of the GL (Figure 2f′). Still, the developing BG, co‐expressing GLAST and BLBP (Figure 2f″,f″′), displayed low levels of ACSA‐2.

In summary, ACSA‐2 expression starts during the first postnatal days in astroglial‐like cells in the PWM. It then gradually expands throughout the cerebellum to label astrocytes in the GL and WM, respectively, and to a lesser extent BG in the ML.

### 3.2 ACSA‐2 and GLAST protein levels define two cell populations in the neonatal cerebellum

Expanding further on the nature of ACSA‐2^+^ cells, we set out to check the expression of ACSA‐2 and GLAST in the developing cerebellum at the single cell level. At P1, the flow cytometry analysis revealed the presence of both proteins (Figure 3d). The co‐labeling of ACSA‐2 and GLAST appeared very dynamic with dim and bright levels of both markers. We decided to focus here on the populations that are most discriminative in ACSA‐2 expression: ACSA‐2^+^/GLAST^+^ (A^+^/G^+^) cells and ACSA‐2^−^/GLAST^+^ (A^−^/G^+^) cells. ACSA‐2^+^/GLAST^−^ cells were considered together with the A^+^/G^+^ population since this subset was rarely detected *in vivo* (Figure 2d).

At the early postnatal stage, GLAST is broadly and homogeneously expressed outside the PCL while ACSA‐2 is restricted to the PWM (Figure 2). The flow analyses using dissociated tissue revealed a significantly higher frequency of A^+^/G^+^ cells than A^−^/G^+^ cells when comparing different stages of early postnatal development (Figure 3a). We then characterized the A^+^/G^+^ and A^−^/G^+^ population with known glial markers. The Lewis X antigen (CD15) has been proposed as a marker for astrogliogenic committed precursors in the cerebellum (Figure 3b) (Fleming et al., 2013). CD15 expression appeared more prominent on A^+^/G^+^ cells (Figure 3b) compared to the A^−^/G^+^ population (P2: ***p = 0.0054; P6: **p = 0.0139; *n* = 3; paired *t* test; Table 3). We also tested the ganglioside marker A2B5 (Fredman et al., 1984; Lee et al., 2000). At P3, A2B5 was significantly higher on A^+^/G^+^ compared to A^−^/G^+^ (Figure 3c) (*p = 0.032; paired *t* test; *n* = 3; Table 4). In conclusion, these data show that markers of gliogenic progenitors (A2B5 and CD15) are particularly enriched in A^+^/G^+^ cells.

**FIGURE 3:**
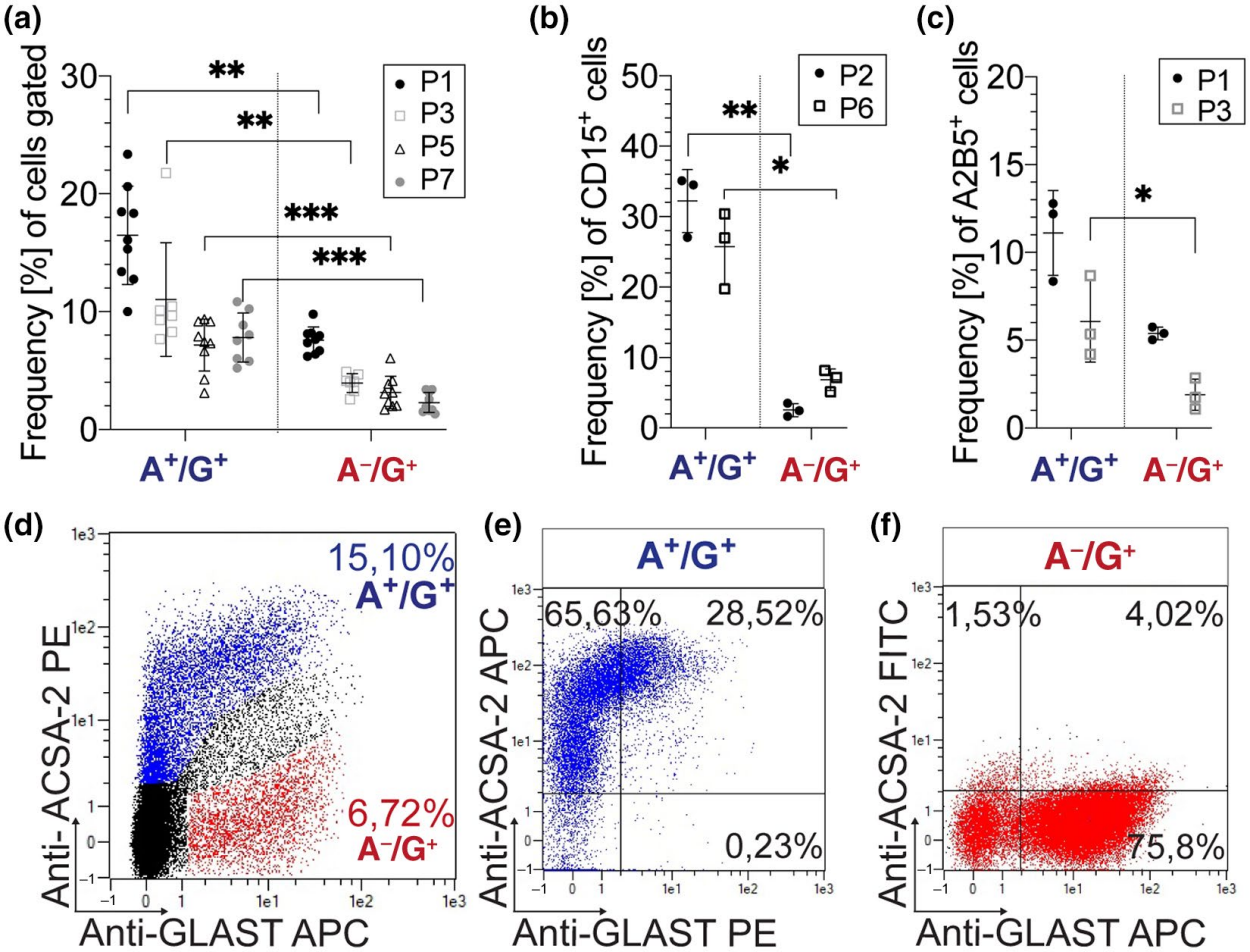
Flow cytometry reveals a gliogenic marker expression on A^+^/G^+^ cells. (a–d) Cerebella (P1–P7) were dissociated, stained, and analyzed by flow cytometry. (d) Anti‐ACSA‐2 and Anti‐GLAST show a highly dynamic range of dim and broad expression. The marker analyses were based on the presence (A^+^/G^+^ as marked in blue in d) and absence of ACSA‐2 (A^−^/G^+^ as shown in red in d). (a) Frequencies of A^+^/G^+^ cells were significantly higher than A^−^/G^+^ cells ((P1): **p = 0.008; (P3): **p = 0.0057; (P5): ***p = 0.0007; (P7): ***p = 0.0005; paired *t* test; *n* = 7). At early neonatal age (P2/P3), the glial precursor markers CD15 (b) and A2B5 (c) were significantly higher expressed on A^+^/G^+^ cells compared to A^−^/G^+^ cells. The difference in CD15 expression was maintained at P6 (b: (P1): **p = 0.0054; (P6): *p = 0.0139; unpaired *t* test; *n* = 3) (c: (P3): *p = 0.032; unpaired *t* test; *n* = 3). (e,f) Magnetic isolation allowed for efficient enrichment of A^+^/G^+^ (86.34% ± 9.3% *n* = 3) (e) and A^−^/G^+^ cells (76.26% ± 2.179% *n* = 11) (f) from dissociated cerebellar tissue (P1–P3)

To perform comparative analyses on separated cell fractions we established magnetic isolation protocols (see Methods). Using these protocols, viable A^+^/G^+^ cells (Figure 3e) and A^−^/G^+^ cells (Figure 3f) were enriched. Of note, the frequency of granule neurons detected by L1CAM (Inaguma et al., 2016) showed frequencies of 35.4% ± 6.2% (*n* = 5) in the single cell suspensions. Upon depletion, the residual amount of L1CAM^+^ cells in the A^−^/G^+^ population was under 1% (0.93% ± 0.64% (*n* = 3)).

### 3.3 Transcriptomic analysis shows distinct astrocyte features in A^−^/G^+^ and A^+^/G^+^ precursors

To further understand the role of ACSA‐2 on GLAST^+^ precursors we analyzed their gene expression profile. Independent triplicates of A^−^/G^+^ and A^+^/G^+^ samples were enriched from neonatal cerebella (P0 and P1) and the RNA was subjected to whole mouse genome microarrays. 

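The microarray data comprise 6 arrays, 3 of A+/G+ and 3 of A-/G+ cells, with 50000 cells per sample and 1 array per sample. The paper gives the age as postnatal days 0 and 1, whereas the sample labels give days 1 to 3. Each array holds 62976 spots, of which 59305 are not controls and represent 55681 probes of 60 bases. RNA labeled with the single dye Cy3 was hybridized, and the authors deposited the scanner software's intensity of each spot after background correction. These intensities were taken to the log2 scale and quantile normalized as in the paper's methods, without spots that the software marked as outliers, and the spots of 1 probe were averaged. The fractions were compared with limma with Benjamini-Hochberg adjustment, whereas the paper used Student's test. The 75th percentile of the intensity was 332, 334 and 334 on the A+/G+ arrays of replicates 1, 2 and 3 and 56.6, 113 and 251 on the A-/G+ arrays. On the A+/G+ arrays, 26655, 26476 and 26517 probes were well above background, compared with 18340, 21416 and 24730 on the A-/G+ arrays. All A+/G+ arrays lay on slide 1 and all A-/G+ arrays on slide 2, so that slide and fraction cannot be told apart. The number of arrays limits the precision, and 3 arrays against 3 cannot give an exact permutation p below 0.1 (two-sided). A probe that was not well above background on any array of a fraction has only a limit there. Its difference is given as at least N-fold, from the mean of the brighter fraction against the mean, per array, of the lowest signal among probes well above background or the probe's own signal where that was higher.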

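With an adjusted p of at most 0.05 and medians at least 4-fold apart, limma called 851 of 55681 probes higher in A+/G+ and 222 higher in A-/G+. These probes represent 706 and 122 gene symbols, respectively. Of the probes higher in A+/G+, 483 were not well above background on any A-/G+ array, whereas 52 of the probes higher in A-/G+ were not well above background on any A+/G+ array. The alternative that moved the share of the directions most was a shift of each array by its 75th percentile in place of quantile normalization. It gave 604 probes higher in A+/G+ and 938 higher in A-/G+. Of these 938, 561 were among the 27841 probes with the lowest mean signal, where the shift called 0 higher in A+/G+. The methods' t-test on the quantile normalized values called 487 and 121 probes.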

Only probes that presented at least fourfold median up‐ or downregulation and a Benjamini–Hochberg corrected *p* value (two‐tailed Student's *t* test) of less than or equal to 0.05 were considered relevant. Of note, the expression of *Atp1b2*, the target of the anti‐ACSA‐2 antibody, was four times higher in the A^+^/G^+^ fraction than in the A^−^/G^+^ fraction. 

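The probe of Atp1b2 lies on chromosome 11 of mm9 from 69413253 to 69413312. Its normalized log2 signal was 12.82 ± 0.14 (SD, n = 3) in A+/G+ and 10.66 ± 0.31 (SD, n = 3) in A-/G+. The means differed by 2.16 on the log2 scale (standard error 0.18, adjusted p = 0.00725 from limma with Benjamini-Hochberg adjustment), and the medians differed 3.95-fold, just under the 4-fold limit. Every A+/G+ array was above every A-/G+ array (exact permutation test, p = 0.1, two-sided, the smallest that 3 arrays against 3 allow). With each array left out in turn, the difference of the means stayed between 1.97 and 2.25. The medians were past the 4-fold limit without replicate 2 (4.21-fold) or 3 (4.06-fold) of A+/G+ and without replicate 1 (4.71-fold) or 2 (4.66-fold) of A-/G+. Slc1a3, which encodes GLAST, had a log2 signal of 13.39 ± 0.19 (SD, n = 3) in A+/G+ and 14.59 ± 0.51 (SD, n = 3) in A-/G+, with every A-/G+ array above every A+/G+ array but an adjusted p of 0.0733 from limma, above the limit. The side of the limit depends on the setting, since the adjusted p of Slc1a3 was 0.0465 with each array shifted by its 75th percentile. S100b was higher in A+/G+ by 1.33 (adjusted p = 0.0352, limma), and Aldh1l1 was higher in A-/G+ by 0.64 (adjusted p = 0.0452, limma). Neither kept an adjusted p within the limit without any single A+/G+ array. For Fabp7 no difference was found (adjusted p = 0.884, limma), with medians 1.08-fold apart. With each array shifted by its 75th percentile, its medians were 1.92-fold apart and its mean was higher in A-/G+ by 0.63. That difference was not past the limit either (adjusted p = 0.149, limma).

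**Figure D1:**
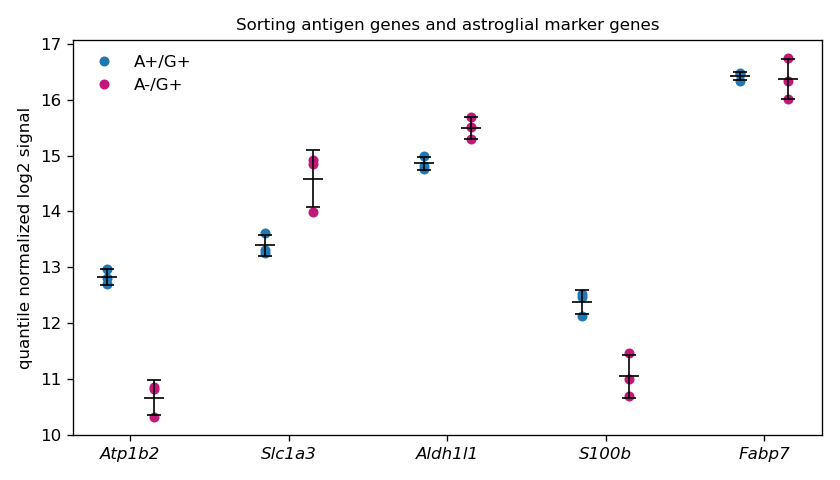
Quantile normalized log2 signal of Atp1b2, Slc1a3, Aldh1l1, S100b and Fabp7 on the 3 A+/G+ arrays (blue) and the 3 A-/G+ arrays (magenta). Points are arrays, and the black bars are the mean and SD. For Atp1b2 the means are 12.82 and 10.66.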

The volcano plot (Figure 4a) presents an overview of the comparative expression profile. It highlights the top 10 hits, the genes with the highest differential expression, identified for the A^+^/G^+^ (Figure 4a, left side) and the A^−^/G^+^ sample set (Figure 4a, right side).

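Ranked by the difference of the medians among the called probes with a gene symbol, the 10 genes highest in A+/G+ relative to A-/G+ were Dmkn, Foxn4, 1700007G11Rik, Pdyn, Lrrc43, Iqca, Acot5, Trh, 2610034M16Rik and Elmod1. Their adjusted p (limma) lay between 0.0038 and 0.0461. The probe of each was well above background on all 3 A+/G+ arrays but on at most 1 A-/G+ array, so the A-/G+ medians behind these ranks were signals near background. The ranked probes of Acot5, Trh, 2610034M16Rik and Elmod1 were not well above background on any A-/G+ array. Trh, 2610034M16Rik and Elmod1 were at least 11.5-fold, 11.6-fold and 6.95-fold higher in A+/G+. The brighter Acot5 probe was well above background on 2 A-/G+ arrays, with medians 6.33-fold apart. The brighter Lrrc43 probe was not well above background on any A-/G+ array and gives at least 6.51-fold. For the ranked probes of the others, which include a dimmer Lrrc43 probe, the medians differed by 5.93 to 7.68 on the log2 scale. The methods' t-test called 2 of these 10 genes, Acot5 and 2610034M16Rik. Taking the brightest probe of each gene, only the call of 2610034M16Rik was kept without each of the arrays in turn, while Dmkn, Foxn4, 1700007G11Rik, Pdyn, Iqca and Elmod1 kept it in 1 of the 6 fits. The 10 genes highest in A-/G+ were Clrn1, A830029E22Rik, Mybpc1, AU024180, Adamts19, Gria1, Slco4a1, A730049H05Rik, B3galt5 and Actbl2. A730049H05Rik and Actbl2 were not well above background on any A+/G+ array, so their ranks rest on background signals, and A730049H05Rik was at least 4.84-fold higher in A-/G+. The medians of the others differed by 3.69 to 4.25, where AU024180 was well above background on 1 A+/G+ array. The 10 genes had an adjusted p (limma) between 0.00308 and 0.0256. The methods' t-test called 9 of these 10 genes, all but AU024180, and 6 kept the call without each of the arrays in turn.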

**FIGURE 4:**
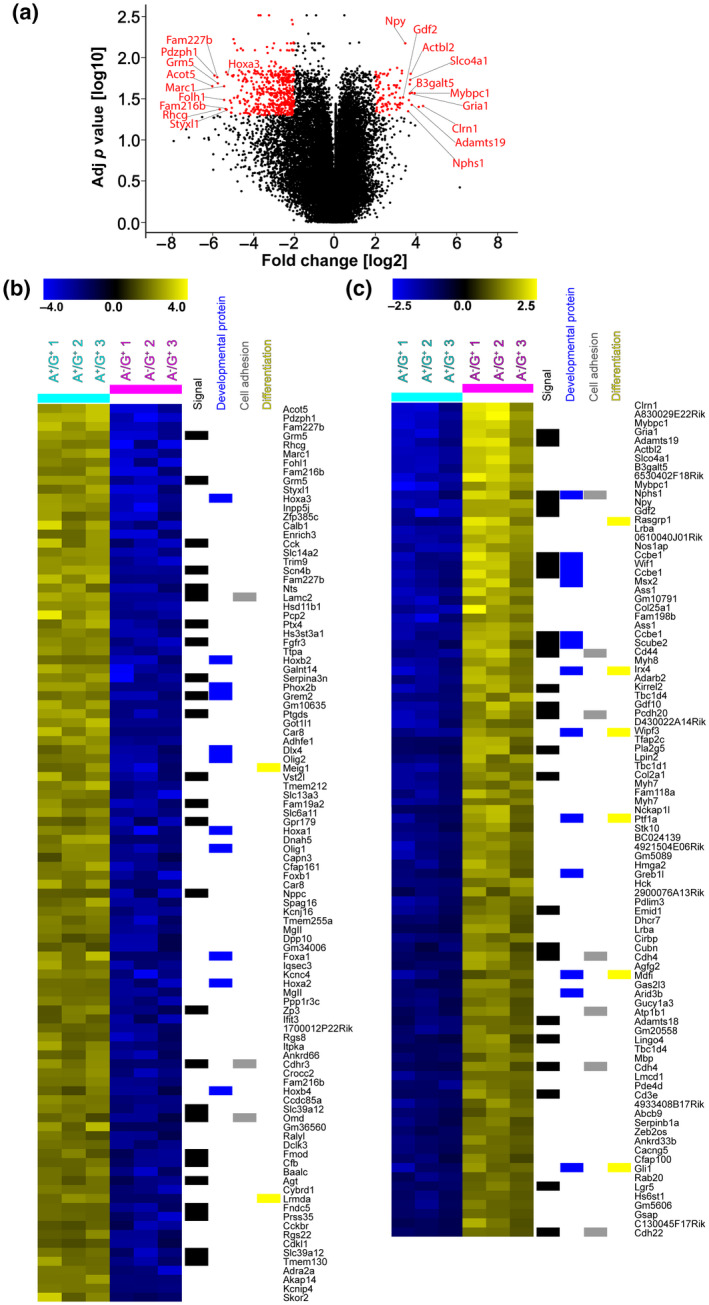
Transcriptional analysis identifies major differences between A^−^/G^+^ and A^+^/G^+^ precursors. (a) Volcano plot of microarray‐based gene expression data. Probes with an at least fourfold median up‐ or downregulation, for both comparisons, and a Benjamini–Hochberg corrected *p* value (two‐tailed Student's *t* test) of less than or equal to 0.05 are highlighted in red. The top 10 genes showing the highest upregulation in the A^+^/G^+^ (left) or A^−^/G^+^ (right) fraction are labeled. (b) Heatmap depicts the top 100 hits of the microarray probes found in the A^+^/G^+^ fraction (light blue header bar) compared to the A^−^/G^+^ fraction (magenta header bar). All probes show at least fourfold upregulation and present a Benjamini–Hochberg corrected *p* value (two‐tailed Student's *t* test) of less than or equal to 0.05. Probes without gene assignments were excluded. Assignments of the microarray probes to the Uniprot keywords “Signal,” “Developmental protein,” “Cell adhesion,” and “Differentiation” are indicated on the right hand side of the heatmap. (c) Heatmap depicts the top 93 median‐centered log2 values of microarray probes with an at least fourfold median upregulation in the A^−^/G^+^ fraction (magenta header bar) compared to the A^+^/G^+^ fraction (light blue header bar) and with a Benjamini–Hochberg corrected *p* value (two‐tailed Student's *t* test) of less than or equal to 0.05. Probes without gene assignments were excluded. Assignments of the microarray probes to the Uniprot keywords “Signal,” “Developmental protein,” “Cell adhesion,” and “Differentiation” are indicated on the right hand side of the heatmap

Among the top A^+^/G^+^ 10 hits, most were indeed reported in astrocytes or astroglial precursors (Boulay et al., 2017; Choi et al., 2014; Panatier & Robitaille, 2016; Pinto et al., 2018; Raikwar et al., 2019; Tomar et al., 2019; Umpierre et al., 2019; Wang et al., 2018; Zeisel et al., 2018), although no specific expression in cerebellar astroglial cells has been shown so far. For instance, metabotropic glutamate receptor 5 (*Grm5*), is implicated in astrocyte regulation of synaptic transmission and glutamate uptake (Panatier & Robitaille, 2016; Umpierre et al., 2019), astrocytic glutamate carboxypeptidase 2 (*Folh1*) is also known to modulate neurotransmission (Choi et al., 2014) and *Fam216b* was associated with astrocyte endfeet (Boulay et al., 2017; Pinto et al., 2018). 

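The brightest of 3 Grm5 probes, on chromosome 7 of mm9 from 95282581 to 95282640, had a log2 signal of 10.27 ± 0.12 (SD, n = 3) in A+/G+ and 5.28 ± 0.44 (SD, n = 3) in A-/G+ (adjusted p = 0.00316 from limma with Benjamini-Hochberg adjustment). It was well above background on all 3 A+/G+ arrays and on 1 A-/G+ array. For Fam216b, with a probe on chromosome 14 of mm9 from 78480848 to 78480907, the mean difference was 3.91 on the log2 scale (standard error 0.162, adjusted p = 0.0028, limma). The Folh1 probe, on chromosome 7 of mm9 from 93867724 to 93867783, was not well above background on any A-/G+ array, so that Folh1 was at least 5.62-fold higher in A+/G+ (adjusted p = 0.00909, limma). None of these calls was lost when any single array was left out. With normexp background correction the medians of Folh1 differed 3.38-fold, below the limit.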

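Hoxa3 is represented by 2 probes. The brighter, on chromosome 6 of mm9 from 52119087 to 52119146, was well above background on all 3 A+/G+ arrays and on no A-/G+ array, which makes Hoxa3 at least 4.78-fold higher in A+/G+ (adjusted p = 0.00366 from limma with Benjamini-Hochberg adjustment). With normexp background correction its medians differed 3.29-fold, below the limit. The other Hoxa3 probe was not well above background on any array and had a mean difference of -0.05 on the log2 scale.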

The homeobox A3 protein (*Hoxa3*), was instead reported to be expressed in the rhombencephalon during hindbrain development (Zeisel et al., 2018).

The top A^−^/G^+^ 10 hits included, instead, three markers, namely myosin‐binding protein C (*Mybpc1*), neuropeptide Y gene (*Npy),* and the glutamate ionotropic receptor AMPA type subunit 1 (*Gria*), previously described in BG or BG subsets (Kozareva et al., 2020; Reeber et al., 2018; Rodriques et al., 2019; Saab et al., 2012; Zeisel et al., 2018). 

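All A-/G+ arrays were above all A+/G+ arrays for each of these genes. The Mybpc1 probe on chromosome 10 of mm9 from 87981078 to 87981137 had a log2 signal of 7.38 ± 0.38 (SD, n = 3) in A+/G+ and 11.04 ± 0.42 (SD, n = 3) in A-/G+, and the second Mybpc1 probe was called in the same direction. The mean signal was higher in A-/G+ by 3.66 on the log2 scale (standard error 0.299, adjusted p = 0.0069, limma). For Npy, whose probe spans chromosome 6 of mm9 from 49773743 to 49777505, the difference was 3.40 on the log2 scale (standard error 0.089, adjusted p = 0.00181, limma). The probe of Gria1, on chromosome 11 of mm9 from 57143613 to 57143672, was higher in A-/G+ by 3.58 on the log2 scale (standard error 0.296, adjusted p = 0.00707, limma). All 3 were well above background on every array, and no call was lost when single arrays were left out.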

Of note, also the transporter *Slco4a1*, actin beta‐like protein *(Actbl2)*, and clarin (*Clrn1*) have been reported in this astroglial type (Zeisel et al., 2018), while nephrin (*Nphs1*) was shown to be expressed by radial glia cells of the neonatal cerebellum (Putaala et al., 2001). 

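Slco4a1, on chromosome 2 of mm9 from 180209483 to 180209542, was higher in A-/G+ by 3.59 on the log2 scale (standard error 0.224, adjusted p = 0.00421, limma). The Actbl2 probe, on chromosome 13 of mm9 from 112047882 to 112047941, was not well above background on any A+/G+ array, so that Actbl2 was at least 9.19-fold higher in A-/G+ (adjusted p = 0.0035, limma). Its medians differed 2.77-fold with normexp background correction, below the limit. Clrn1, on chromosome 3 of mm9 from 58650227 to 58650286, differed by 3.74 on the log2 scale (standard error 0.399, adjusted p = 0.0118, limma), and the difference for Nphs1, on chromosome 7 of mm9 from 31273569 to 31273628, was 3.16 on the log2 scale (standard error 0.377, adjusted p = 0.0148, limma). Without replicate 1 or 2 of A+/G+, the adjusted p of Clrn1 was 0.0549 and 0.058 (limma). That of Nphs1 lay between 0.0526 and 0.0704 (limma) without any 1 of the A+/G+ arrays.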

Beta‐1,3‐galactosyltransferase 5 (*B3galt5*) is specifically expressed in certain lobules of the cerebellum (Rodriques et al., 2019), while no known association with astroglial cells or with a cerebellar origin was found for the growth/differentiation factor 2 (*Gdf2*)—also known as bone morphogenic protein 9 (*BMP9*)—and for the disintegrin and metalloproteinase with thrombospondin motifs 19 (*Adamts19*). Furthermore, within the top 50 differentially expressed genes in the A^−^/G^+^ population we found *Ptf1a*, a bHLH transcriptional gene that defines cerebellar GABAergic interneurons (Hoshino et al., 2005), known to derive from PWM astroglial‐like progenitors (Parmigiani et al., 2015; Vladoiu et al., 2019).

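B3galt5, on chromosome 16 of mm9 from 96541170 to 96541229, was higher in A-/G+ by 3.38 on the log2 scale (standard error 0.28, adjusted p = 0.00712, limma). Gdf2, on chromosome 14 of mm9 from 34760077 to 34760136, was not well above background on any A+/G+ array and was at least 5.87-fold higher in A-/G+ (adjusted p = 0.00817, limma). Its medians differed 2.23-fold with normexp background correction, below the limit. The difference for Adamts19, on chromosome 18 of mm9 from 59212971 to 59213030, was 3.43 on the log2 scale (standard error 0.353, adjusted p = 0.0109, limma). Without replicate 2 of A+/G+, the adjusted p of Adamts19 was 0.0571 (limma), the highest over the single arrays left out.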

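The probe of Ptf1a, on chromosome 2 of mm9 from 19368720 to 19368779, had a log2 signal of 7.54 ± 0.35 (SD, n = 3) in A+/G+ and 10.23 ± 0.46 (SD, n = 3) in A-/G+. The difference was 2.69 on the log2 scale (standard error 0.306, adjusted p = 0.0134, limma), and the medians differed 6.11-fold. Among the called genes ranked by the difference of the medians, Ptf1a stood at rank 53 with limma and at rank 42 with the methods' t-test. Without replicate 2 or 3 of A+/G+, the adjusted p was 0.0605 and 0.0574 (limma), above the limit.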

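Among the probes past both limits in limma, 775 with a gene symbol were higher in A+/G+ and 142 in A-/G+. The methods' t-test gave 443 and 90 such probes.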

To obtain further functional information from the cell transcriptomes we expanded the differentially expressed gene list to 100 genes for the A^+^/G^+^ sample and to 93 for A^−^/G^+^ cells (Figure 4b,c, see Methods) and used these lists as input files for the annotation enrichment tool DAVID (da Huang et al., 2009a, 2009b). For both lists the gene set enrichment revealed significantly augmented Uniprot keywords as Developmental protein, Differentiation, Signal, and Cell adhesion, highlighting the precursor properties of those cells.

Overall, the transcriptomic analysis revealed unexpected differences in the gene expression profile of A^−^/G^+^ progenitors, displaying markers of specific astroglia subtypes (BG and PWM precursors), and A^+^/G^+^ progenitors that instead exhibit more generic astroglial traits.

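Lists of marker genes were tested with limma's camera, with a preset correlation of 0.01 between genes. The lists were fixed before the data were examined but after the paper and its Figure 4 had been read. All 10 genes of the list of Bergmann and radial glia had a higher mean in A-/G+, with a median difference of 3.42 on the log2 scale (adjusted p = 1.36e-10 by camera and 0.00148 by limma's fry). Adjusted over the list alone, 10 of them passed the limit, as did 10 adjusted over all probes. The paper names all 10 of these genes, most of them from these same arrays, so neither these counts nor the p-values of the list are independent evidence. Of the 18 general astrocyte genes, 11 had a higher mean in A+/G+, with a median difference of 0.18, and the list was not called (adjusted p = 0.188 by camera and 0.0971 by fry), although fry called it without replicate 3 of A-/G+ (adjusted p = 0.0181), where the median was -0.005. Adjusted over all probes, 5 of the 18 passed the adjusted p limit toward A+/G+ and 1 toward A-/G+. Adjusted over the list alone, 11 passed it, so the small median does not mean that its genes were equal. The list of 4 neurogenic progenitor genes had a median difference of 2.05 toward A-/G+ (adjusted p = 0.0185 by camera and 0.00148 by fry), and the paper names all 4 of them. It reports Ptf1a and Kirrel2 for A-/G+ from these same arrays, so the p-values of this list are not independent evidence either. Of the 4 genes, 1 gene, Dcx, was instead higher in A+/G+, by 1.26 on the log2 scale. Camera did not call this list without replicate 3 of A-/G+ (adjusted p = 0.11) or with the 75th percentile shift (adjusted p = 0.142). With the correlation estimated from the arrays, camera called none of these lists. From the markers among the differentially expressed genes, the paper concludes that the A-/G+ progenitors display markers of Bergmann glia and of precursors of the prospective white matter, and that the A+/G+ progenitors have more generic astroglial traits.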

### 3.4 A^−^/G^+^ and A^+^/G^+^ populations comprise distinct cerebellar astroglial precursor subsets associated with different lineages

To gain a better understanding of the identity of A^−^/G^+^ and A^+^/G^+^ precursors in the context of cerebellar development and cell type differentiation, we compared their gene expression profiles to those of cerebellar astroglial cells at two different developmental stages (i.e., P0 (Figure S1), and P7 (Figure S2)). Data were extracted from a recently published single‐cell (sc) RNA‐seq data set of the developing mouse cerebellum (Vladoiu et al., 2019). Namely, at both stages, we first identified and extrapolated the cells with astroglial features based on the expression of genes for typical astrocyte markers such as *Slc1a3, Fabp7, Aldh1l1,* and *S100b* (see Methods), and then performed an unbiased cluster analysis. This allowed, at both P0 and P7, to distinguish two main cell subpopulations, classified as BG progenitors or parenchymal astrocyte progenitors, as determined by the expression of well‐known markers (Figures S1 and S2, see Methods). Furthermore, a subpopulation of cells expressing typical markers of cerebellar neurogenic progenitors, such as *Ptf1a, Dcx,* and *Ascl1* (Gleeson et al., 1999; Grimaldi et al., 2009; Hoshino et al., 2005), was identified at P0 (Figure S1), but disappeared at P7, as expected (Figure S2; Leto et al., 2016). Next, we compared the gene expression profiles of these three subpopulations with the gene lists of A^−^/G^+^ and A^+^/G^+^ (Figure 4b,c). At both stages, A^−^/G^+^ cells shared several genes with BG/BG progenitors and none with parenchymal astrocytes and their precursors (Figure 5a,b). Among these genes, beside some already highlighted above, we found growth/differentiation factor 10 (*Gdf10*) which was implicated in BG development (Mecklenburg et al., 2014) and the WNT inhibitory factor 1 (*Wif1*), recently associated with a BG subset (Kozareva et al., 2020). By contrast, A^+^/G^+^ cells reflected the opposite pattern (Figure 5a,b) and showed expression of angiotensinogen (*Agt*), involved in regulation of cerebral blood flow and synaptic transmission, and of the solute carrier family 6 member 11 (GAT‐3) (*Slc6a11*), a modulator of inhibitory transmission. Both genes were formerly shown to be expressed by astrocytes (Batiuk et al., 2020; Matos et al., 2018; Ribak et al., 1996) but here they are reported for the first time in cerebellar parenchymal astrocytes.

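On the microarrays, Gdf10, on chromosome 14 of mm9 from 34748161 to 34748220, had a log2 signal of 9.99 ± 0.23 (SD, n = 3) in A+/G+ and 12.99 ± 0.42 (SD, n = 3) in A-/G+, higher in A-/G+ by 3.00 on the log2 scale (standard error 0.255, adjusted p = 0.00745, limma). For Wif1, on chromosome 10 of mm9 from 120537079 to 120537138, the difference was 3.08 on the log2 scale (standard error 0.281, adjusted p = 0.00849, limma). The single cell data were not analysed here.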

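Agt, on chromosome 8 of mm9 from 127083142 to 127083201, had a log2 signal on the microarrays of 9.75 ± 0.29 (SD, n = 3) in A+/G+ and 6.33 ± 0.50 (SD, n = 3) in A-/G+ (adjusted p = 0.00817, limma). Slc6a11, on chromosome 6 of mm9 from 114199514 to 114199573, had a log2 signal of 11.97 ± 0.31 (SD, n = 3) in A+/G+ and 7.54 ± 0.32 (SD, n = 3) in A-/G+ (adjusted p = 0.00366, limma). Both probes were well above background on all 6 arrays, and neither call was lost when single arrays were left out.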

**FIGURE 5:**
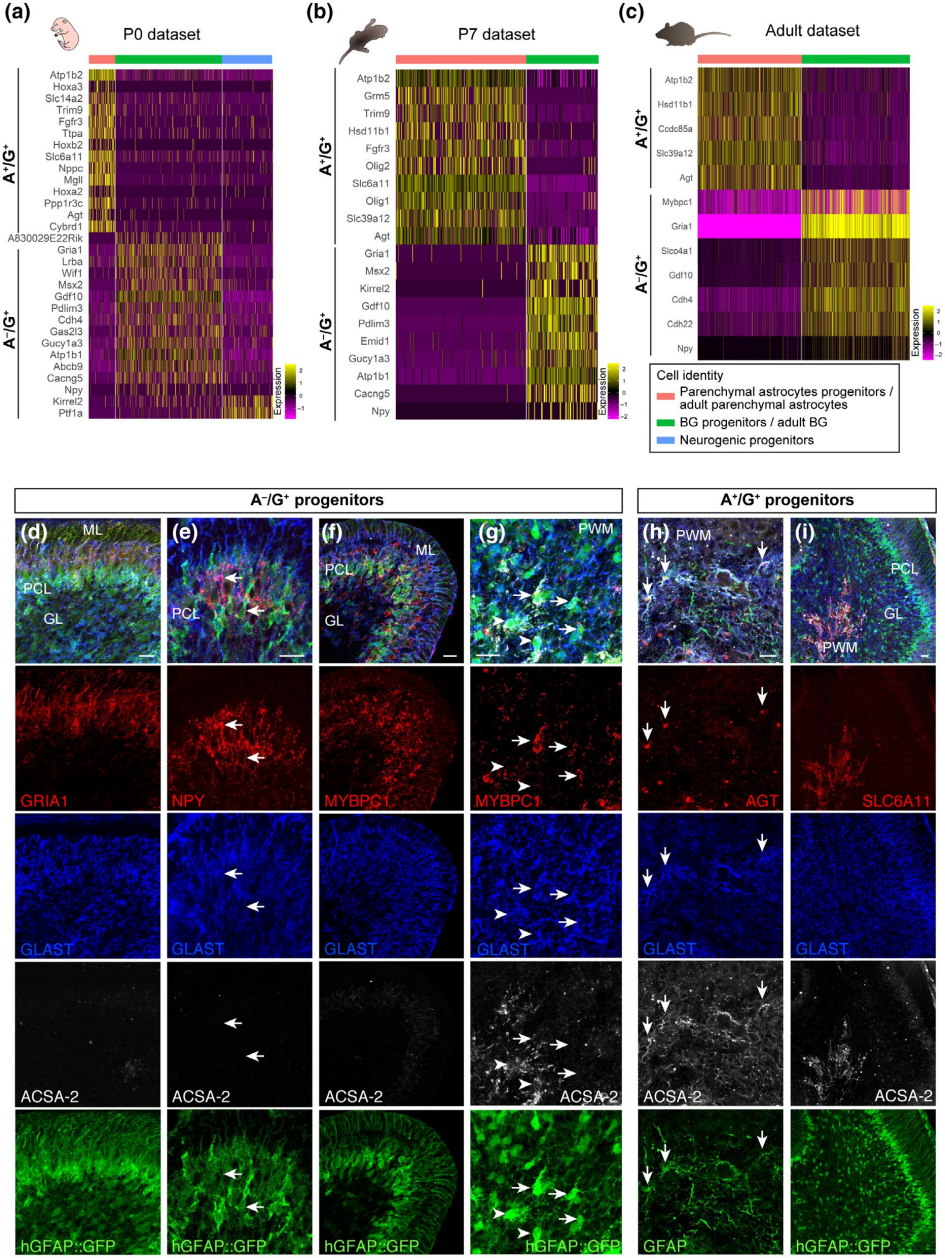
Comparisons with available sc/snRNA‐seq cerebellar data sets clarifies the nature of A^+^/G^+^ and A^−^/G^+^ precursors. Heatmaps show the average gene expression for *Atp1b2*, *Npy* and genes found to be shared by A^+^/G^+^ or A^−^/G^+^ cells and distinct subpopulations of astrocytes/astrocyte progenitors at P0 (a), P7 (b) or P60 (Adult, c) (values were obtained from the sc/snRNA‐seq data sets). A^−^/G^+^ cells shared genes with the BG subpopulations and with the P0 neurogenic subpopulation, while A^+^/G^+^ cells showed genes in common with the sole parenchymal astrocyte subpopulation at all stages analyzed. P3 cerebellar sections were stained with candidate markers specific for A^−^/G^+^ (d–g) and A^+^/G^+^ (h,i) cells. GRIA1 (d), NPY (e), and MYBPC1 (f) were confirmed to be enriched in A^−^/G^+^ BG progenitors in the PCL and in the PWM (arrow in g) compared to A^+^/G^+^ cells (arrowheads in g), while AGT (h) and SLC6A11 (i) were specifically expressed in A^+^/G^+^ progenitors in the PWM. The astroglial identity was validated using an intrinsic GFP expressed under the control of the hGFAP promoter (d–g,i) or by GFAP staining (h) Scale bars: 20 μm. BG, Bergmann glia; GL, granular cell layer; ML, molecular layer; PCL, Purkinje cell layer; PWM, prospective white matter

Interestingly, *Atp1b2* was always found among the top 100 differentially expressed genes of the parenchymal astrocyte subpopulation. Furthermore, A^−^/G^+^, but not A^+^/G^+^, cells shared two genes with the “neurogenic progenitor” subpopulation found at P0: *Ptf1a* and *Kirrel2*, both of which encode proteins involved in the GABAergic fate specification in the cerebellum (Hoshino et al., 2005; Seto et al., 2014). 

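The brighter of 2 Kirrel2 probes, on chromosome 7 of mm9 from 31232969 to 31233028, had a log2 signal on the microarrays of 7.67 ± 0.37 (SD, n = 3) in A+/G+ and 10.62 ± 0.33 (SD, n = 3) in A-/G+, higher in A-/G+ by 2.96 on the log2 scale (standard error 0.261, adjusted p = 0.00799, limma). The other probe was called in the same direction.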

Overall, these results are in line with the histological data and suggest that A^+^/G^+^ cells may be more committed toward a parenchymal astrocyte fate and cannot produce BG. They also suggest that A^−^/G^+^ cells comprise progenitors for both GABAergic interneurons and the BG lineage. Supporting these hypotheses, strikingly similar results were obtained when comparing the gene expression profiles of A^+^/G^+^ and A^−^/G^+^ cells with those of adult cerebellar astrocytes, obtained from a recently published single nuclei (sn) RNA‐seq data set (Kozareva et al., 2020) (Figure S3). This comparison indeed confirmed that A^+^/G^+^ cells are transcriptionally similar to adult parenchymal astrocytes and share no similarities with BG, while A^−^/G^+^ cells display opposite features (Figure 5c).

Combining information obtained from single cell data sets with our transcriptomic data (Figures [Link], [Link], [Link], 4 and 5a–c), we selected candidate differentially expressed genes distinguishing different astrocyte‐like progenitor clusters (Figure 5a–c) and tested their protein expression *in vivo* on P3 cerebellar sections. Using antibody staining we validated the presence of GRIA1, NPY, and MYBPC1 proteins in A^−^/G^+^ BG progenitors in the PCL (Figure 5d–f). Of note, we found MYBPC1 to be also enriched in A^−^/G^+^ cells in the PWM compared to A^+^/G^+^ progenitors (Figure 5 g). By contrast, AGT and SLC6A11, which were identified in the parenchymal astrocyte cluster, showed a protein expression that was confined to A^+^/G^+^ cells of the PWM (Figure 5h,i). In summary, our results support the notion that A^+^/G^+^ and A^−^/G^+^ cells are two transcriptionally different astroglial precursor populations with distinct differentiation potentials.

### 3.5 Grafting experiments uncover distinct differentiation potentials between A^+^/G^+^ and A^−^/G^+^ precursors

To directly assess the actual developmental potential of A^+^/G^+^ and A^−^/G^+^ cells, we performed grafting experiments. We isolated A^+^/G^+^ and A^−^/G^+^ cells from P1–P3 β‐actin‐GFP cerebella, a stage of intense genesis of interneurons and glia cells (Leto et al., 2016). A^+^/G^+^ or A^−^/G^+^ cells were injected into the cerebellar vermis of P3 β‐actin‐GFP^−^ littermates and tracked by the expression of GFP. For the analyses, the cellular phenotype was defined according to co‐expression of glial or interneuronal markers, as well as by cell morphology and layering. The different cell populations grafted showed remarkable differences in frequencies of astrocytes and BG (*p* < 0.0001; Pearson's Chi‐squared test; Table 5) as well as significantly different amounts of glia and interneurons (*p* < 0.0001; Pearson's Chi‐squared test; Table 5) (Figures 6a,b and 7a,b). In both conditions, the grafted cells differentiated into glial cells, including a fraction of oligodendrocytes, as defined by OLIG2 and MBP expression and morphology (A^+^/G^+^: 26.56% ± 11.1%; A^−^/G^+^: 13.75% ± 7.1%; Figures 6g and 7e–g) and a major proportion of GFAP^+^ astrocytes (Figures 6e,f and 7c,d). Further analysis showed that astrocytes from A^+^/G^+^ and A^−^/G^+^ (tot astrocytes A^+^/G^+^: 71.61% ± 11.2% versus. A^−^/G^+^: 18.0% ± 5.4%; Figures 6b and 7b) were similarly distributed in the GL and the WM. However, and very interestingly, only astrocytes derived from A^−^/G^+^ cells were found in the ML (Figure 6b) where they differentiated into astrocytes including BG (Figure 6a,b,e) which were not seen in the A^+^/G^+^ transplants (A^−^/G^+^: 21.9% ± 4.8% vs. A^+^/G^+^ 0.7% ± 0.3%) (Figure 7a,b). A further striking difference in the progenies of the grafted cells is the yield of interneurons—these were exclusively found in the A^−^/G^+^ grafts (Figures 6a‐d and 7a,b). The ML comprises two populations of PARVALBUMIN^+^ (PV) interneurons: basket cells and stellate cells. Both cell types are marked by the expression of PV and are generated at the early postnatal period, precisely at the age we chose for the grafting (Leto et al., 2006). Basket and stellate cells were found in the ML of the A^−^/G^+^ grafting sides (arrowheads in Figure 6b, stellate cells: Figure 6c, basket cells: Figure 6d). Overall, the transplantation experiment revealed a clearly distinct differentiation potential of A^−^/G^+^ and A^+^/G^+^ progenitor populations: A^−^/G^+^ cells differentiated into interneurons and all major cerebellar astrocyte phenotypes including BG while A^+^/G^+^ were exclusively gliogenic and, among astrocytes, differentiated only into GL and WM parenchymal astrocytes.

**FIGURE 6:**
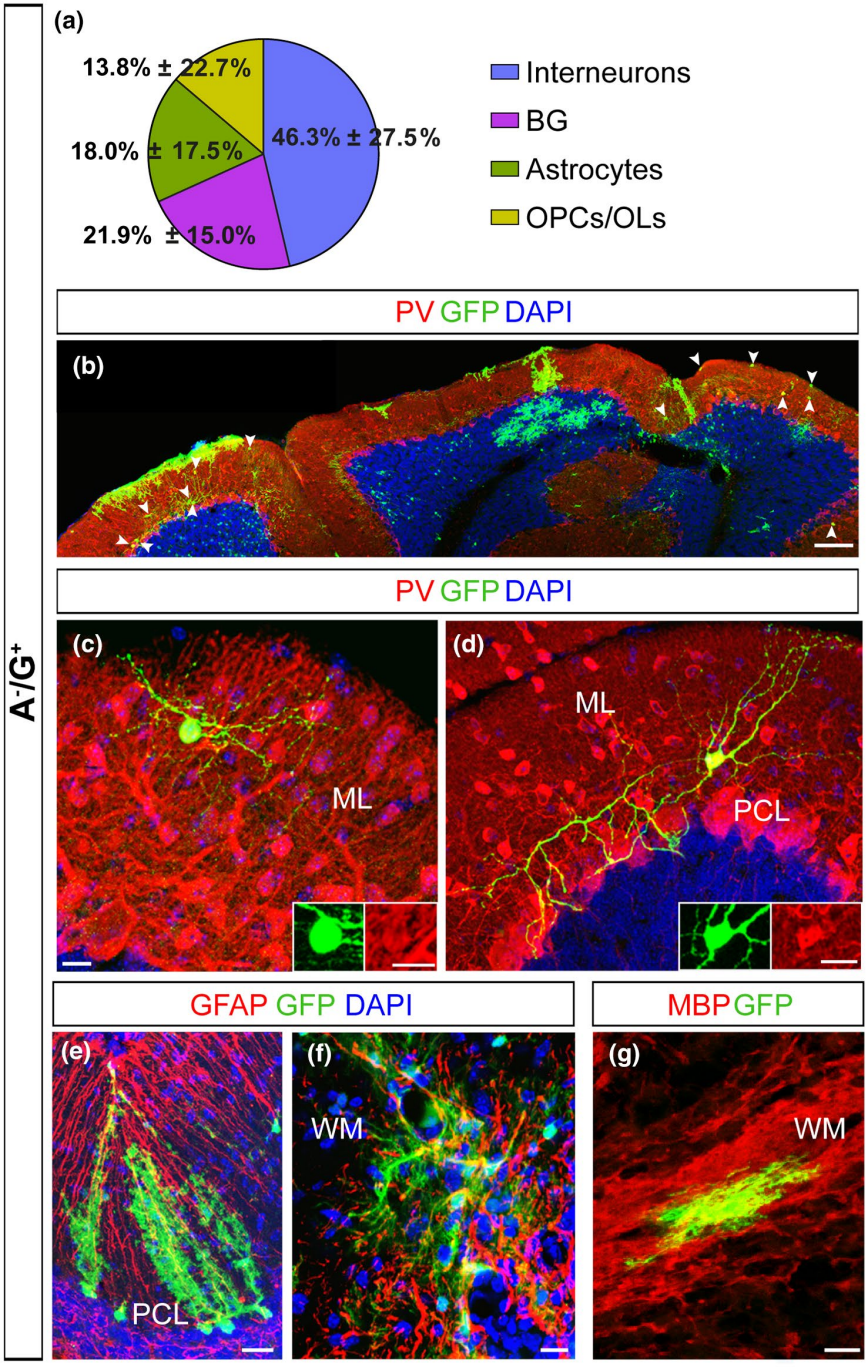
Cell transplantation reveals a multipotent *in vivo* differentiation potential for A^−^/G^+^ precursors. (a–g) A^−^/G^+^ cells isolated from β‐actin‐GFP^+^ cerebella were injected into the cerebellum of β‐actin‐GFP^−^ mice at P1–P3. (a) A pie chart presents the average percentages of GFP^+^ interneurons, BG, astrocytes and oligodendrocytes among all GFP^+^ cells in A^−^/G^+^ hosts. (b) Low magnification images reveal the presence of interneurons in the ML of A^−^/G^+^ grafts (arrowheads in b). (c,d) High magnification pictures (as well as inserts in c and d) illustrate the co‐expression of GFP and PV. (e–g) Transplanted A^−^/G^+^ cells give also rise to different glial cells: BG in the PCL (e), parenchymal astrocytes (f) and MBP^+^ OLs (g) in the WM. Scale bars: 100 μm (b); 20 μm (e–g); 10 μm (c,d). Sample group size: (b,c,e–g (*n* = 9); d (*n* = 7)). BG, Bergmann glia; GL, granular cell layer; ML, molecular layer; OPC/OL, oligodendrocyte precursor cells/oligodendrocytes; PCL, Purkinje cell layer; PV, Parvalbumin; WM, white matter

**FIGURE 7:**
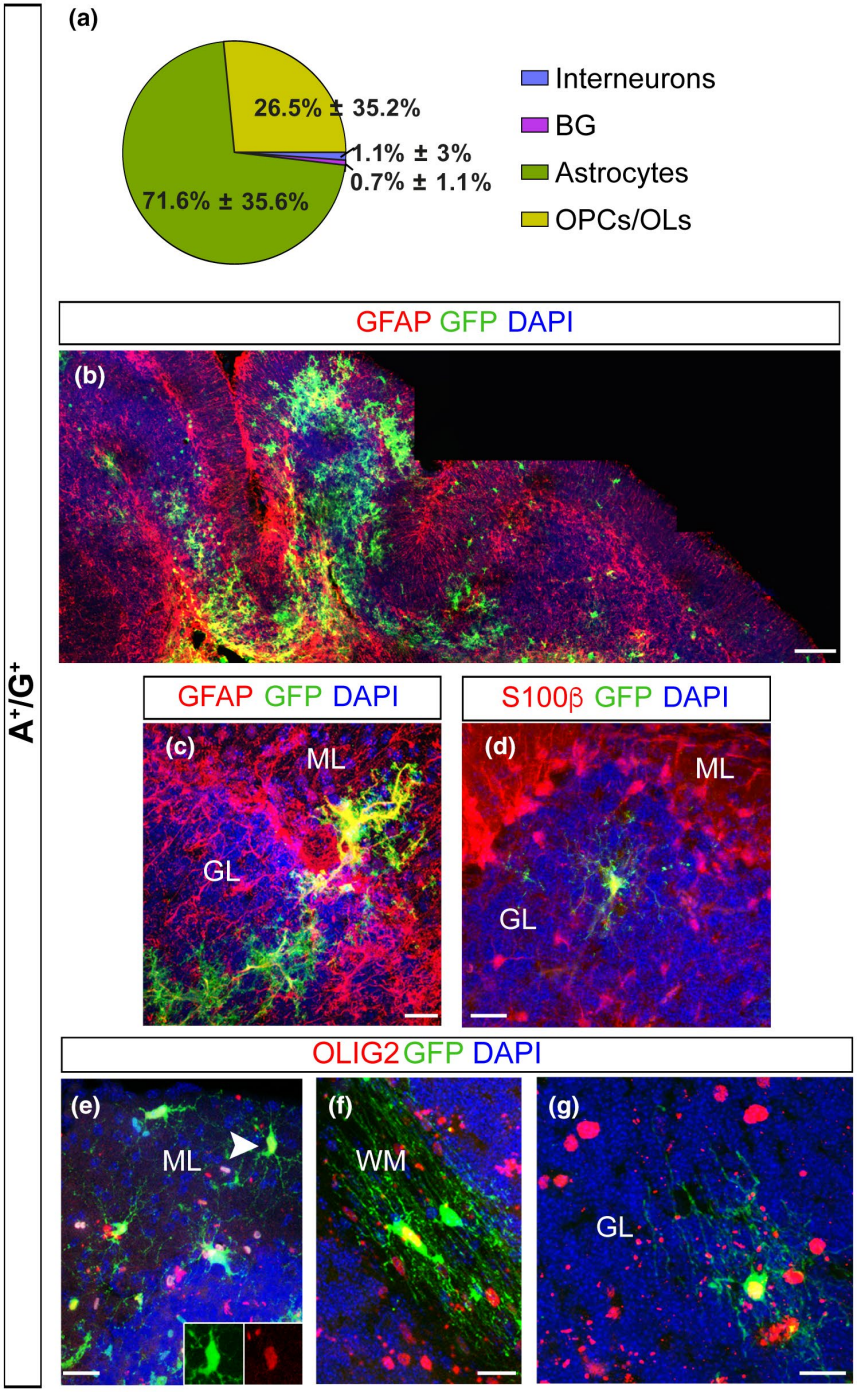
Cell transplantation reveals glial restricted *in vivo* differentiation potential for A^+^/G^+^ precursors. (a–g) A^+^/G^+^ cells were isolated from β‐actin‐GFP^+^ cerebella (see Methods) and injected into the cerebellum of β‐actin‐GFP^−^ litter mates at P1–P3 (see Methods). (a) A pie chart presents the average percentages of GFP^+^ interneurons, BG, astrocytes and oligodendrocytes, among all GFP^+^ cells in the A^+^/G^+^ hosts. (b) Low magnification images illustrate the absence of interneurons and BG in the ML and instead the presence of glial cells throughout all the cerebellar layers. (c–g) A^+^/G^+^ transplants revealed that only parenchymal astrocytes (c,d) and OPCs/OLs (e–g), but no BG nor interneurons are generated in the host tissue after transplantation. The arrowhead and the insert in e point to a GFP^+^OLIG2^+^ OPC in the ML. Scale bars: 100 μm (b); 20 μm (c–g). Sample group size: (b (*n* = 9); c–g (*n* = 7)). BG, Bergmann glia; GL, granular cell layer; ML, molecular layer; OPC/OL, oligodendrocyte precursor cells/oligodendrocytes; PCL, Purkinje cell layer; WM, white matter

To expand further on the distinct differentiation capacities of the precursor populations we assessed their potential in a non‐neurogenic environment. After heterochronic grafting of neonatal A^−^/G^+^ or A^+^/G^+^ cells into P60 cerebella, we detected PV positive interneurons exclusively in the A^−^/G^+^ grafts (Figure S6a). By contrast, A^+^/G^+^ grafted cells differentiated exclusively into glial cells (Figure S6b). These results confirm the multipotential of A^−^/G^+^ cells and the distinct developmental potential for A^−^/G^+^ and A^+^/G^+^ cells.

In summary, early (GLAST^+^) cerebellar progenitors that do not express ACSA‐2 retain a remarkably broad differentiation potential, as highlighted by the production of interneurons, and by the ability to differentiate into all major cerebellar astrocyte types including BG. However, a subpopulation of GLAST^+^ precursors that co‐expresses ACSA‐2 defines a population of essentially glial‐restricted progenitors that differentiate into defined astrocyte types.

## 4 DISCUSSION

The heterogeneity of cerebellar astrocytes is still insufficiently characterized although more and more information, especially using bulk or single cell sequencing, is arising (Carter et al., 2018; Kozareva et al., 2020; Mizrak et al., 2019; Peng et al., 2019; Swartzlander et al., 2018; Vladoiu et al., 2019; Zeisel et al., 2018). Here, using surface marker profiling, gene expression analyses and cell , we present the subclassification of GLAST^+^ cerebellar precursors. The dual presence of ACSA‐2 and GLAST was associated with a non‐neurogenic phenotype giving rise to parenchymal astrocytes and oligodendrocytes whereas the absence of ACSA‐2 was coupled with a multipotent potential leading to BG, parenchymal astrocyte, oligodendrocytes, and interneuron cell fates.

### 4.1 BG precursors do not express ACSA‐2

In the developing cerebellum, GLAST is detectable on radial glia cells as early as E12 and shows a broad expression on all astrocytes of the neonatal and adult cerebellum (Mori et al., 2006). In contrast to GLAST and other pan‐astrocytic markers, we found ACSA‐2 to be restricted in the PWM and not expressed in BG precursors of the PCL in the early neonatal cerebellum (Figure 2). In the adult cerebellum, ACSA‐2 is co‐expressed with GLAST on a proportion of WM astrocytes and velate astrocytes of the GL (Figure 1). Since ACSA‐2 showed areas of bright and low intensities local circuits might control the protein expression. Interestingly, BG, a third type of astrocytes, which differentiates from precursors of the PCL, showed low levels of ACSA‐2 and no labeling of the typical lamellate processes. Moreover, BG are only generated upon transplantation of A^−^/G^+^ precursors that share a gene expression profile previously described for BG progenitors (Kozareva et al., 2020; Vladoiu et al., 2019). For example, we identified and validated three of the top 10 differentially expressed genes: *Mybpc1*, *Npy,* and *Gria1*. As discussed in the literature, all three proteins are important for BG. We showed that these proteins are expressed on A^−^/G^+^ BG precursors (Figure 5): the first candidate, MYBPC1 was previously associated with muscle tissue and only recently connected with the BG lineage (Kozareva et al., 2020; Rodriques et al., 2019). MYBPC1^+^ cells were also detected in the PMW where it is enriched in A^−^/G^+^ cells, supporting an association between BG and multipotent precursors. Neuropeptide Y (NPY) is another protein we validated on BG precursors. NPY was demonstrated to be present on BG before (Reeber et al., 2018). It serves as a trophic factor and thereby potentially modulates adult neurogenesis (Decressac et al., 2009; Geloso et al., 2015; Lattanzi & Geloso, 2015). Finally, we validated the presence of the glutamate ionotropic receptor AMPA type subunit 1 (*Gria1*) on A^−^/G^+^ cells. GRIA1, also known as GluA1, is one of the predominant AMPA receptors expressed by BG and was shown to be perquisite for proper motor coordination (Saab et al., 2012). Nephrin is also known as being expressed by BG precursors in the PCL (Putaala et al., 2001). In addition, GDF10, involved in BG development (Gupta et al., 2018; Mecklenburg et al., 2014) and GLI1, expressed by BG during development and adulthood suggesting activation of Shh signaling (Corrales et al., 2004; Fleming et al., 2013), were further upregulated in the A^−^/G^+^ population. 

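On the microarrays, the brighter of 2 Gli1 probes, on chromosome 10 of mm9 from 126766967 to 126767026, had a log2 signal of 11.11 ± 0.09 (SD, n = 3) in A+/G+ and 13.03 ± 0.38 (SD, n = 3) in A-/G+, higher in A-/G+ by 1.92 on the log2 scale (standard error 0.21, adjusted p = 0.0122, limma). The medians differed 3.72-fold, below the 4-fold limit, and neither Gli1 probe met both criteria. The brighter probe met them with each array shifted by its 75th percentile (4.01-fold) and without replicate 3 of A-/G+ (4.13-fold).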

Interestingly, it has been shown that the specification of BG is driven by extrinsic signals that lead to intrinsic changes (De Luca et al., 2016; He et al., 2018; Leto et al., 2016). Our data therefore support this idea, suggesting that several genes specific for the BG lineage might be suppressed in A^+^/G^+^ precursors, and further stresses the fact that BG precursors are unlikely to be A^+^/G^+^. However, a full demonstration would need further investigation.

### 4.2 Cerebellar A^−^/G^+^ precursors are multipotent while A^+^/G^+^ precursors are glia restricted

The PWM of the developing cerebellum is composed of distinct progenitor subsets namely multipotent cells and fate‐restricted precursors (Buffo & Rossi, 2013; Leto et al., 2010; Milosevic & Goldman, 2002). Several studies have used lineage tracing or marker gradients to address the heterogeneity of these precursor populations (Cerrato et al., 2018; Fleming et al., 2013; Parmigiani et al., 2015). Remarkable, not all GLAST^+^ cells in the PWM are ACSA‐2^+^_,_ thus arguing that ACSA‐2 marks a subpopulation of GLAST^+^ cells. Comparable to previous studies describing GLAST^+^ precursors as bipotent and thus capable of developing glia cells and interneurons (Parmigiani et al., 2015), we show that A^−^/G^+^ precursors differentiate into interneurons and all astrocyte types including BG. Accordingly, only A^−^/G^+^, but not A^+^/G^+^, precursors, express genes, such as *Ptf1a* and *Kirrel2*, found specifically in a cluster of neurogenic astroglial progenitors that is transcriptionally different from BG and parenchymal astrocytes (Kozareva et al., 2020; Vladoiu et al., 2019). By contrast, progenitors that co‐express GLAST along with ACSA‐2 (A^+^/G^+^) showed a limited differentiation potential *in vivo*. With the notable exception of BG, A^+^/G^+^ cells generated exclusively glia and did not give rise to interneurons. These findings highlight that A^+^/G^+^ progenitors have a purely gliogenic character. Indeed, A^+^/G^+^ progenitors display a gene signature of parenchymal astrocytes while they do not express any gene of neurogenic or BG progenitor clusters. 

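On the microarrays, the probes of Ptf1a, Kirrel2, Gdf10 and Wif1 were lower in A+/G+ than in A-/G+ but well above background on all 3 A+/G+ arrays. The arrays measure a whole sorted fraction, which the paper reports as enriched but not pure. These signals therefore cannot tell expression by A+/G+ cells from RNA of other cells in the fraction.

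**Figure D2:**
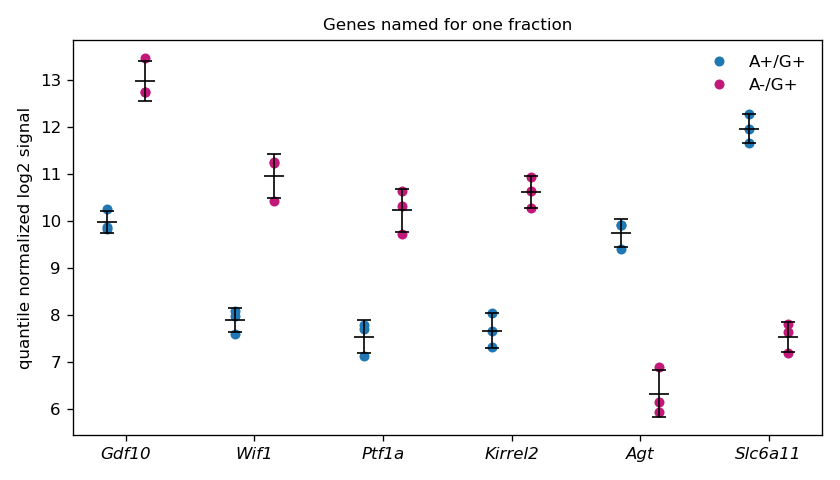
Quantile normalized log2 signal of Gdf10, Wif1, Ptf1a, Kirrel2, Agt and Slc6a11 on the 3 A+/G+ arrays (blue) and the 3 A-/G+ arrays (magenta). Points are arrays, and the black bars are the mean and SD. For Ptf1a the means are 7.54 and 10.23.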

We identified *Slc6a11* and *Agt* as representative genes and disclosed their protein expression pattern. Interestingly, SLC6A11 recapitulated the expression pattern of ACSA‐2 to a very high degree being expressed by A^+^/G^+^ PWM precursors at P3. The expression of the *Agt* gene has been previously described to discriminate astrocytes in non‐telencephalic and caudal regions (Zeisel et al., 2018). We could confirm and further expand this finding by showing that the AGT protein is enriched in A^+^/G^+^ precursors in the PWM. Thus, our data reveal that ACSA‐2 expression defines two transcriptionally and functionally distinct progenitor populations in the developing cerebellum.

### 4.3 The relationship between A^+^/G^+^ and A^−^/G^+^ precursors

The A^−^/G^+^ population might serve as a progenitor pool giving rise to a common precursor lineage, which then develops interneurons and all astroglial subtypes. However, there is currently no clonal study that proves the existence of such lineage in the postnatal cerebellum. As a summary of this and previous studies (Cerrato et al., 2018; Parmigiani et al., 2015) we propose that GLAST^+^ precursors constitute a heterogeneous precursor pool.

The first progenitor population (A^−^/G^+^) is multipotent and less committed. This population resides in the PWM and includes progenitors generating both interneurons, BG and WM astrocytes (Parmigiani et al., 2015). A^+^/G^+^ precursors instead contain astrocyte progenitors already committed to becoming astrocytes that generate WM/GL cells. Interestingly, however, both A^+^/G^+^ and A^−^/G^+^ cells give rise to oligodendrocytes.

Earlier fate‐mapping studies showed that oligodendrocytes are generated from GLAST^+^ progenitors preferentially in the embryo (Parmigiani et al., 2015). However, we obtained oligodendrocytes in our grafts upon the transplantation of early postnatal GLAST^+^ cells.

Apart from the frequencies of oligodendrocytes, the proportional contribution of BG, interneurons, and astrocytes in the A^−^/G^+^ grafts is comparable with the frequencies seen in Parmigiani et al. (2015). Since ACSA‐2^+^ and GLAST^+^ cells did not co‐express PDGFRα or NG2, we consider the possibility of contaminating oligodendrocyte precursors within the grafts as rather unlikely. In this study we used an antibody affinity‐based approach, whereas the former study used an inducible GLAST::Cre^ERT^ line and lentiviral constructs to label GLAST^+^ precursors. Thus, the variances might be explainable by the different methods used, as the promoter activity might not reflect the intrinsic level of the protein.

Despite their dissimilarity we showed in this study that both populations—A^+^/G^+^ and A^−^/G^+^—express GLAST, thereby suggesting a lineage relationship. It might be that astroglial‐like A^−^/G^+^ cells of the PWM give rise to astroglial‐committed A^+^/G^+^ progenitors. Future experiments will disclose how these subsets are interrelated and whether A^+^/G^+^ cells are ontogenically related to A^−^/G^+^ cells or form a separate class.

### 4.4 Outlook

Na^+^/K^+^ ATPases maintain sodium and potassium concentrations, balance osmosis, and preserve the electrochemical gradient (Lecuona et al., 1996). The target of the anti‐ACSA‐2 antibody, the beta‐2 subunit of the sodium/potassium ATPase (ATP1B2), is highly enriched in the murine cerebellum and is stably expressed during stab wound injury (Batiuk et al., 2017). This makes ACSA‐2 an ideal candidate to not only study its function during cerebellar development but also the biological role upon neuro‐inflammatory diseases and degenerative disorders.

Recently, a structural variation in exon 2 of the *ATP1B2* gene has been linked to cerebellar ataxia in Belgian Shepherds (Mauri et al., 2017). Their publication described the same defects in motor coordination as seen in ATP1B2^(0/0)^ mice accompanied with death in the second postnatal week (Antonicek & Schachner, 1988; Magyar et al., 1994). Furthermore, aberrant expression of ATP1B2 has been linked to glioblastoma multiforme (GBM). It was shown that patients with GBM have changes in the isoforms of ATP1B2 (Rotoli et al., 2017) and that targeting ATP1B2 induced glioblastoma cells apoptosis (Li et al., 2019). These examples emphasize the importance to further investigate the function of ACSA‐2/ATP1B2 expressing astrocytes that was beyond the scope of this study.

## DECLARATION OF TRANSPARENCY

The authors, reviewers and editors affirm that in accordance to the policies set by the *Journal of Neuroscience Research*, this manuscript presents an accurate and transparent account of the study being reported and that all critical details describing the methods and results are present.

## CONFLICT OF INTEREST

S.T., M.K., M.J., and A.Bo. are employees of Miltenyi Biotec B.V. & Co. KG. The remaining authors declare no competing financial interests.

## AUTHOR CONTRIBUTIONS

Conceptualization: C.G.K., A.Bo., E.P., V.C. and A.B. Methodology: C.G.K., E.P., V.C. Validation: C.G.K, E.P. Investigation: C.G.K., E.P., V.C. Formal Analysis: C.G.K., E.P., V.C., S.T. Software: V.C., S.T., M.K.; Data Curation: V.C., S.T. Visualization: C.G.K., E.P., V.C., S.T. Writing – Original Draft Preparation: C.G.K., E.P., M.J., S.T., A.B., A.Bo. Writing – Review & Editing: C.G.K., E.P., V.C., S.T., M.J., A.B., A.Bo. Resources: M.J., A.B., A.Bo. Supervision: M.J., A.B., A.Bo. Funding Acquisition: A.B.

### PEER REVIEW

The peer review history for this article is available at https://publons.com/publon/10.1002/jnr.24842.

## Supporting information

**FIGURE S1** Identification of distinct astrocyte subpopulations in scRNA‐seq data sets of P0 cerebella. Seurat clustering of the astrocyte‐like cells in a data set of P0 cerebella resulted in clearly segregated subpopulations that could be classified according to the expression of known marker genes (see Methods). The expression of BG‐enriched genes such as *Gdf10*, *Gria1,* and *Gria4* allowed to identify the BG/BG progenitor subpopulations (cluster n. 0). The expression of *Aqp4* was used to identify the parenchymal astrocytes/astrocyte progenitor population (cluster n. 2). Moreover, the comparison of the gene expression signatures of each of these two populations across ages (see also Figures S2 and S3) confirmed the classification as a good fit. At P0, cluster n.1 expressed genes typically associated with a neuronal progenitor fate, such as *Ptf1a*, *Dcx,* and *Ascl1* (Hoshino et al., 2005; Gleeson et al., 1999, Grimaldi et al., 2009), and was therefore classified as a cluster of neurogenic progenitors. Further clusters did not present a clear identity—based on known marker genes—and were therefore not further considered for the analyses Click here for additional data file.

**FIGURE S2** Identification of distinct astrocyte subpopulations in scRNA‐seq data sets of P7 cerebella. Seurat clustering of the astrocyte‐like cells in a data set of P7 cerebella resulted in clearly segregated subpopulations that could be classified according to the expression of known marker genes (see Methods). The expression of BG‐enriched genes such as *Gdf10*, *Gria1,* and *Gria4* allowed to identify the BG/BG progenitor subpopulations (cluster n.1). The expression of *Aqp4* was used to identify the parenchymal astrocytes/astrocyte progenitor population (cluster n.0). The neurogenic progenitor cluster identified at P0 (Figure S1) was not detected at P7, and correlates with the expected downregulation of neurogenic genes (*Ptf1a*, *Dcx,* and *Ascl1*) at this age. Further clusters did not present a clear identity—based on known marker genes—and were therefore not considered for the analyses Click here for additional data file.

**FIGURE S3** Identification of distinct astrocyte subpopulations in snRNA‐seq data sets of adult cerebella. Seurat clustering of the astrocyte‐like cells in data set of a P60 (“Adult”) cerebella resulted in clearly segregated subpopulations that could be classified according to the expression of known marker genes (see Methods). The expression of BG‐enriched genes such as *Gdf10*, *Gria1,* and *Gria4* allowed to identify the BG/BG progenitor subpopulations (cluster n. 0). The expression of *Aqp4* was used to identify the parenchymal astrocytes/astrocyte progenitor population (cluster n. 1). The neurogenic progenitor cluster identified at P0 (Figure S1) was not detected in the adult cerebellum Click here for additional data file.

**FIGURE S4** ACSA‐2 is not expressed by neonatal cerebellar oligodendrocytes but is expressed by a subpopulation of astroglial‐like progenitors. (a) Confocal stacks of P3 cerebellum confirmed ACSA‐2 expression to be confined to cerebellar astrocytes in the PWM ACSA‐2 is not co‐expressed with the oligodendrocyte marker NG2 (a–a′″; filled arrowheads point to NG2^+^/ACSA‐2^−^ cells). (b) Dissociated cerebellar samples were analyzed by flow cytometry for the co‐expression of ACSA‐2 and the oligodendrocyte precursor cell marker platelet‐derived growth factor receptor alpha (PDGFRα). The overlay was less than 2% for both populations at P1 ((A^+^/G^+^): 1.68%; (A^−^/G^+^): 1.22%) and at P3 ((A^+^/G^+^): 0.4517%; (A^−^/G^+^): 0.52%)). Frequencies of A^−^/G^+^ and A^+^/G^+^ cells described in Figure 2a–c were quantified over total cells (c) or total BLBP^+^ astroglial‐like progenitors (d) in the different layers of a P3 cerebella (i.e., PWM, GL, PCL/ML). Frequencies are presented also as pie charts for each cerebellar layer. At this stage A^+^/G^+^ cells are exclusively present in the PWM where they represent about half of the astroglial‐like progenitors. Scale bar: 100 μm. Nuclear stain: DAPI. GL, granular cell layer; ML, molecular layer; PCL, Purkinje cell layer; PWM, prospective white matter Click here for additional data file.

**FIGURE S5** A minor fraction of ACSA‐2^+^ precursors in the PWM proliferates. (a,b) Among the proliferating cells of the PWM a minor proportion of ACSA‐2^+^ cells ((d) 8.4% ± 1.6% (*n* = 3)) showed Ki67 positivity, thus proliferates (a and close‐up in b). Orthogonal projection shows the surface marker ACSA‐2 aligned around the Ki67^+^ nuclei (c). Scale bars: 30 μm (a,b). Nuclear stain: DAPI. EGL, external granular layer; GL, granular cell layer; ML, molecular layer; PWM, prospective white matter Click here for additional data file.

**FIGURE S6** A^−^/G^+^ precursors present a multipotent differentiation potential when transplanted into a non‐neurogenic environment. (a,b) A^+^/G^+^ and A^−^/G^+^ cells were isolated from β‐actin‐GFP^+^ cerebella and injected into the cerebellum of adult β‐actin‐GFP^−^ mice (P60). (a) As seen by the co‐labeling of GFP (a,a″) and PV (a,a′) A^−^/G^+^ cells generate PV^+^ interneurons when transplanted into the adult cerebellum. (b) By contrast, A^+^/G^+^ cells differentiate exclusively into GFAP^+^ astrocytes as identified by the co‐staining of GFP (b,b″) with GFAP (b,b′). Scale bars: 10 μm (a,b) Sample group size: (a,b (*n* = 3)). GL, granular cell layer; ML, molecular layer; PV, Parvalbumin; WM, white matter Click here for additional data file.

Transparent Peer Review Report Click here for additional data file.

Transparent Science Questionnaire for Authors Click here for additional data file.

## Data Availability

The gene expression profiling data that support the findings of this study are available in NCBI’s Gene Expression Omnibus (RRID:SCR_005012) and are accessible through GEO Series accession number GSE117886. Further data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: ACSA‐2 and GLAST classify subpopulations of multipotent and glial‐restricted cerebellar precursors
**Source:** J Neurosci Res. 2021 May 31;99(9):2228–49. doi: 10.1002/jnr.24842
**Supplement:** Supplementary file 8 — Transparent Science Questionnaire for Authors

Rigorous study design and transparent reporting of results are the cornerstones of science. By maximizing the information provided in a manuscript, factors that may contribute to irreproducibility will be mitigated. The *Journal of Neuroscience Research* promotes transparency in research by strongly encouraging authors to include all relevant information about their studies (see our [preprint](https://osf.io/5cvqh/) for details). To expedite reviewer monitoring of these factors, authors submitting original research articles must complete this questionnaire.

If the manuscript is accepted and all items within the checklist are present, we will include a declaration of transparency at the end of the manuscript. This declaration reads as follows:

***The authors, reviewers and editors affirm that in accordance to the policies set by the Journal of Neuroscience Research, this manuscript presents an accurate and transparent account of the study being reported and that all critical details describing the methods and results are present***.

To complete the checklist, fill in the right-hand column with the page and paragraph number (e.g., ‘Page 3, Paragraph 2’) corresponding to the checklist item. If a checklist item is not applicable to the study being reported or the authors are unable to provide that item, a reason must be supplied. Additional comments can be added at the end of the document. Upload the completed document as supplementary information for review.

| Experimental and Study Design | 1) Page 5, Paragraph 1 |
| --- | --- |
| 1. Clearly state the primary and any secondary objective or hypothesis of the study |  |
| 1. For each experiment, the study design must include:    1. Number of experimental and control groups    2. Randomization and blinding procedures and/or steps to minimize subjective bias when allocating subjects to experimental groups    3. Precise details of all procedures, including housing and husbandry are carried out in the experiment    4. Is sex considered as a biological variable? See [Editorial](https://pericles.pericles-prod.literatumonline.com/doi/full/10.1002/jnr.23979) for details about proper reporting | 2a) Page 29-30, Table 2-5 |
|  | 2b) N/A |
|  | 2c) Page 5, Paragraph 2 |
|  | 2d) no. Animals of either sex were used. Page 5, Paragraph 3-4, Page 6 Paragraph 1; Page 7, Paragraph 1-2; Page 9, Paragraph 1 |
|  |  |
| **Experimental Subjects** |  |
| 1. Specify the total number of subjects in each experiment, including the number of animals, sex and age in each group    1. Explain how the number of animals were arrived at and provide details of any sample size calculation, including power analysis    2. Indicate the number of independent replications of each experiment, when applicable | 3) Page 29-30, Table 2-5 |
|  | 3a) N/A |
|  | 3b) Page 29-30, Table 2-5 |
| **Data Handling** |  |
| 1. Indicate data collection start and stop rules:    1. Define the criteria for data/subject inclusion and exclusion. If any outcome or condition measure used was not reported in the results section, authors must address this omission    2. Specify reasons for any discrepancy between the number of animals at the beginning and end of the study    3. Define and explain how outliers are handled and report if data are removed prior to analysis |  |
|  | 4a) N/A. No data exclusion criteria was applied in this study |
|  | 4b) N/A |
|  | 4c) N/A. No evident outliers were present in the analyses. All the data were included. |
|  |  |
| **Statistical Analysis and Depiction of Continuous Data** |  |
| 1. Provide details of the statistical methods used for each analysis    1. State, define and justify the statistical analysis used and specify the unit of analysis for each dataset    2. Describe and report methods used to assess whether data met the assumptions of the statistical approach and any adjustments for multiple comparisons    3. Fully report statistics (including exact value of N, degrees of freedom, test value and exact P-value when >0.001) and we encourage the use of effect sizes and confidence intervals    4. Disaggregated data are presented for males and females    5. Data distribution is depicted with univariate scatterplots boxplots, violin plots, or kernel density plots when presenting **continuous data** (see Editorial [Publishing Transparent and Rigorous Scientific Research](https://osf.io/5cvqh/)) |  |
|  | 5a) Page 29-30, Table 2-5 |
|  | 5b) Page 29-30, Table 2-5 |
|  | 5c) Page 29-30, Table 2-5. For main effects see also results section and figure legends |
|  | 5d) no, data from male and female are not disaggregated |
|  | 5e) yes, please see figures |
|  |  |
| **Discussion** |  |
| 1. Comment on study limitations including any potential source of bias, limitations to the animal model, imprecisions associated with the results, and the inability for any reason to study possible sex influences where they may exist. 2. Comment on possible translational implications and future research directions | 6) N/A |
|  | 7) Page 3, Paragraph 2; Page 23, Paragraph 3-4 (Outlook) |

How the deposited data were processed for this re-analysis (not part of the article)

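Gene expression was measured in 6 samples of magnetically sorted cells from neonatal mouse cerebellum, 3 of A+/G+ and 3 of A-/G+, on Agilent mouse arrays with 1 color. The authors deposited the scanner output of each array, in which Feature Extraction 10.7.3.1 gives the intensity of each spot after background correction, and a table of log2 values that they had quantile normalized. The authors' log2 table has 38 empty cells and was used as an alternative. The paper's text states quantile normalization but does not name the background step or the handling of outlier spots. Its supplementary reporting table states for the whole paper that there were no evident outliers and that all data were included, without mention of spots. Spots marked by the scanner software were left out here and kept as an alternative.

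The intensities were taken to the log2 scale, control spots and spots marked as outliers were left out, the arrays were quantile normalized, and the spots of 1 probe were averaged. The fractions were compared over all 55681 probes with limma 3.58.1 in R 4.3.3. A probe was called when its Benjamini-Hochberg adjusted p was at most 0.05 and the medians of the fractions were at least 4-fold apart, which are the limits of the paper's methods. No filter on dim probes was applied. Gene names and probe positions are those of the array's annotation on mm9, and 22359 of its 23823 gene symbols were found in the RefSeq table of GRCm38.p6, which was used for names only. The value of a gene is that of its probe with the highest mean signal over all 6 arrays. Named are the 10 genes with the largest difference of medians in each direction among the called probes, the genes that the paper names in its text or labels in Figure 4a, and members of the marker lists where a list is reported.

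The 23 marker lists, written before the data were examined but after the paper and its Figure 4 had been read, were tested with limma's camera and fry, and 311 of their 312 entries were found on the array. The spike-in controls were the 10 E1A probes, placed on the normalized scale by interpolation between the gene spots of the same array, which holds signals above the brightest gene spot at that spot's value. Alternatives were a shift to the 75th percentile, normexp background correction with an offset of 50, the authors' table, a filter on dim probes, the methods' t-test, limma with trend and robust variance, other size limits, the mean of all probes of a gene, outlier spots kept, the replicate number as a block, and each array left out. A block for the slide could not be fitted, because each fraction lay on a slide of its own.

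The fit was tested on simulated data with the spread of the real probes. Of 200 probes among 55660 that were changed by 3 on the log2 scale, limma called 69.5% and made 0 false calls, and the methods' t-test called 52.5% with 0 false calls. The number of arrays limits the precision, and the A-/G+ arrays had fewer probes well above background. The annotation enrichment, the single cell data, the stainings, the flow cytometry and the grafting experiments were not analysed here.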

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

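The tests with dimmed arrays, of the splits for the marker lists and of the blood cell and microglia lists were chosen after the results were seen. The lists below hold genes that the paper does not discuss, apart from Cspg4 and Pdgfra of the endothelial and the meningeal list, Dcx and L1cam of the pan-neuronal and Ptprc of the microglia list, and all differences are A+/G+ minus A-/G+ on the log2 scale. Of the 10 ways to part the 6 arrays into 3 and 3, 2 gave as many called lists by camera as the real one, the real one included (9 lists). The other was replicates 1 and 2 of A+/G+ with replicate 3 of A-/G+. Fry called 12 lists in the real split and 0 in each of the others. With 10 splits chance cannot be excluded by either count. The slide cannot be told apart from the fraction for any pattern below.

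For the motile cilia list, 24 of 25 genes were higher in A+/G+, with a median difference of 2.93 and an adjusted p of 3.37e-13 by camera and 0.00338 by fry. With the 5 genes that were well above background in A+/G+ but on no A-/G+ array set to their limit, or to no difference for Spag17, where the limit gives no fold, the median was 2.47, and with the 75th percentile shift it was 2.64. None of its genes is in another list, and 10 were well above background on all arrays. The median of 2.93 is the pattern itself, so it cannot tell ependymal cells in the A+/G+ samples from ciliated astroglial precursors in this fraction, and both stay open.

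For the Purkinje cell list, 14 of 16 genes were higher in A+/G+, with a median difference of 2.99 and an adjusted p of 9.55e-07 by camera and 0.00338 by fry. With the 6 genes well above background in A+/G+ but on no A-/G+ array set to their limit, the median was 1.74, and with the 75th percentile shift it was 2.81. Other lists hold 4 of its genes, and 6 were well above background on all arrays, with a median of 1.72 when only such probes were tested. Among its abundant genes, Pcp2 had a mean log2 signal of 10.62 in A+/G+ and 5.63 in A-/G+, Pcp4 11.76 and 8.62, and Itpr1 10.87 and 10.27, the last not past the limit (adjusted p 0.333, limma). Of the pan-neuronal list, 11 of 15 genes were higher in A+/G+, with a median difference of 1.00 and an adjusted p of 0.079 by camera and 0.223 by fry. Without replicate 3 of A-/G+ its median was 1.65, with an adjusted p of 0.00126 by camera and 0.0181 by fry, and without replicate 2 of A-/G+ the median was 0.62. Camera also called it without replicate 3 of A+/G+ (adjusted p 0.036) and with the 75th percentile shift (0.000822), so whether neuronal genes as a whole were higher depends on the setting. The Purkinje median of 2.99 is the pattern itself and not every gene of the list was higher, so it cannot tell Purkinje cells or their RNA in the A+/G+ samples from expression by the precursors, and both stay open. By the paper's methods only the A-/G+ cells passed a depletion of other cell types, and whether this matters here was not tested.

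For the endothelial and mural list, 14 of 14 genes were higher in A+/G+, with a median difference of 1.83 and an adjusted p of 4.41e-06 by camera and 0.0117 by fry. For the meningeal fibroblast list, 11 of 11 genes were higher in A+/G+, with a median difference of 2.01 and an adjusted p of 1.43e-07 by camera and 0.00289 by fry. With the 75th percentile shift the medians were 1.67 and 1.95. Without replicate 3 of A+/G+, fry gave the endothelial and mural list an adjusted p of 0.0575, above the limit. Of their genes, 8 and 10 were well above background on all arrays. Other lists hold 1 gene of each, Cspg4 and Pdgfra, which the paper names as markers of oligodendrocyte precursors. Blood cells and microglia, which only the A-/G+ sort removed by the paper's methods, would raise the microglia and erythroid lists in A+/G+ alike. The microglia genes went both ways, with a median of -0.36 and 6 of 15 higher in A+/G+ (adjusted p 0.98 by camera and 0.958 by fry). Of the erythroid list, 7 of 10 genes were higher in A+/G+, with a median difference of 0.81 and an adjusted p of 0.0812 by camera and 0.0207 by fry. Its adjusted p by fry was up to 0.0828 with 1 array left out and within the limit only without replicate 3 of A-/G+ (0.0043). Camera called it with dim probes left out (adjusted p 0.0456) and with only probes well above background on all arrays (0.0103). These values decide nothing, and vascular or meningeal cells in the A+/G+ samples stay open.

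For the immediate early genes, 18 of 19 genes were higher in A+/G+, with a median difference of 0.77 and an adjusted p of 0.000763 by camera and 0.0667 by fry. None is in another list, and 14 were well above background on all arrays. The longer sort of the A-/G+ cells was predicted to raise these and the heat shock genes in A-/G+, but the median of 0.77 has the opposite sign, as it has with the 75th percentile shift (0.65). The course of these genes during the sort was not measured, so the sign does not exclude an effect of the sort. Without replicate 3 of A-/G+ the median was 0.46, and fry called the list (adjusted p 0.0181), as it did without replicate 2 of A-/G+ (0.0492) and with dim probes left out (0.0499). Of the heat shock list, 6 of 10 genes were higher in A+/G+, with a median difference of 0.04 and an adjusted p of 0.602 by camera and 0.262 by fry, and its median was -0.009 with that shift. With the A+/G+ arrays dimmed in a simulation to the brightness of the A-/G+ arrays, camera gave the immediate early genes an adjusted p of 0.00111. The simulation assumes the noise of the dimmer arrays, so the lower brightness stays open, as does a difference in the response of the fractions to the isolation.

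The E1A spike-in control probes, whose RNA Agilent's protocol adds to each sample, were brighter on the A-/G+ arrays. The paper does not mention them, and the amounts added are not known. Over all 10 probes the mean difference was -1.72 on the normalized scale (exact permutation test, p = 0.1, two-sided, the smallest that 3 arrays against 3 allow). It was -0.81 before normalization and -2.32 relative to the 75th percentile. Single probes ranged from -2.87 to 0.00, the latter held at the brightest gene spot. A difference of 2 had been set as the size at which a labelling or slide difference would be as large as those of the called probes. The mean over all probes is below it, while 5 of the 10 single probes are past it, at -2.44 to -2.87. The brightest and the dimmest probe differed less. A mean over part of the probes, which was computed first and was not the planned one, also passed it. The test therefore does not decide, and less RNA from the A-/G+ samples, a labelling difference or a slide difference stay open for the called probes. If equal amounts were added, a uniform loss of signal on the A-/G+ slide would dim these control probes too. Before normalization their mean was instead 11.85 to 12.56 on the A-/G+ arrays and 11.41 to 11.63 on the A+/G+ arrays. These values argue against such a loss as the cause of the lower 75th percentiles.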

How the results depend on the processing

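The authors' table with the methods' t-test, the limit to probes well above background on all arrays, the GC correction, the dimmed arrays and the other scales of the spike-in controls were chosen after seeing the data. The counts depended on the setting more than the direction of single genes did. limma called 851 probes (706 genes) higher in A+/G+ and 222 (122 genes) higher in A-/G+. The 75th percentile shift gave 604 probes (518 genes) higher in A+/G+ and 938 (357 genes) higher in A-/G+, normexp 234 probes (197 genes) higher in A+/G+ and 48 (41 genes) higher in A-/G+, the methods' t-test 487 probes (411 genes) higher in A+/G+ and 121 (82 genes) higher in A-/G+, a 2-fold limit 1797 probes (1400 genes) higher in A+/G+ and 1340 (643 genes) higher in A-/G+, the authors' table with the methods' t-test 525 probes (437 genes) higher in A+/G+ and 132 (86 genes) higher in A-/G+, and the limit to probes well above background on all arrays 247 probes (217 genes) higher in A+/G+ and 174 (106 genes) higher in A-/G+. The 2-fold limit is looser by construction, and the limit to probes well above background on all arrays tests fewer probes and leaves out those that are dim in 1 fraction. For the others the cause was not tested. The share of calls higher in A+/G+ was 79.31% and, with the 75th percentile shift, 39.17%. Among the 27841 probes with the lowest mean signal, the 75th percentile shift called 0 higher in A+/G+ and 561 higher in A-/G+. That shift moved the median difference of all probes, A+/G+ minus A-/G+, from -0.04 to -1.02 on the log2 scale. The authors' table with limma, the filter on dim probes, trend and robust variance, the limit on means, outlier spots kept, the GC correction and the dimmed arrays left every count within 1.5 times.

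With single arrays left out, 328 to 1448 probes (271 to 1170 genes) were called higher in A+/G+ and 75 to 481 probes (54 to 213 genes) higher in A-/G+. The highest counts came without replicate 3 of A-/G+, and leaving out an A+/G+ array lowered them by over 1.5 times.

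With the replicate block, limma called 0 probes (0 genes) in either direction, while 11671 probes had an unadjusted p under 0.05 against 12974 without it. The difference of Atp1b2 stayed at 2.16, with an adjusted p of 0.0657 (limma), where the other settings gave 0.000918 to 0.0417. Deviations of arrays with the same number from their fraction's mean had correlations across probes, which are not independent replicates, of 0.0877, 0.0557 and 0.0058. Over probes well above background on all arrays these were 0.1957, 0.1128 and -0.1135, so that not every pair deviates together, and the numbers were not taken to pair the samples. A block for the slide was not run, because each fraction lay on its own slide.

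Over 56 named genes, 891 of 1094 comparisons with an alternative kept the direction and the side of the adjusted p limit, 184 moved above it, 19 moved below it, and 0 changed direction in a gene past it. The size limit is not part of these counts. Of the 40 named genes called by limma, 12 were not called with normexp, 10 with the methods' t-test, 19 without replicate 2 of A+/G+, 1 with the 75th percentile shift and 0 without replicate 3 of A-/G+. Of the marker lists, camera called 9, fry 12, and camera with the correlation estimated per list 0. The median difference of the Hox list was 0.21 and changed sign with the 75th percentile shift (-1.28) and without replicate 3 of A+/G+ (-0.003), with 0.31 as the highest value without 1 array. With the shift, the genes of the list below 0 were not well above background on any array. With dim probes left out the median was 4.08. Only 5 of its 22 genes were well above background on every array of a fraction. The signal over background limits the size of the differences of dim probes most on the A-/G+ arrays.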

Differences from the paper's values

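The paper's list of probes with a gene assignment higher in A-/G+ holds 93, without a statement whether these are all that passed, and limma called 142. Of the alternatives set before the data were examined, the methods' t-test (90), the filter on dim probes (137), the limit on means (136) and the fits without replicate 1 (71) or 3 (74) of A+/G+ and without replicate 1 (106) or 2 (97) of A-/G+ came within 1.5 times of the paper's value. The 75th percentile shift (383), normexp (45), the authors' table with limma (149), trend and robust variance (145), the 2-fold limit (715), outlier spots kept (143), the replicate block (0) and the fits without replicate 2 of A+/G+ (57) or replicate 3 of A-/G+ (239) did not. The authors' table with the methods' t-test gave 94, the limit to probes well above background on all arrays 121, the GC correction 115 and the dimmed arrays 133; these were chosen after seeing the values.

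Figure 4a of the paper labels 10 genes as those with the highest difference in A+/G+. With limma 2 of them were among the first 10, and the lowest stood at rank 25. With the methods' t-test 9 were among the first 10, and with the authors' table and the methods' t-test, a setting chosen after seeing the values, all 10 were. Of the 10 genes labelled for A-/G+, 7 were among the first 10 in each of these settings. The others were Npy, Gdf2 and Nphs1, with ranks 14, 23 and 12 in limma. Their ranks were 12, 18 and 11 with the methods' t-test, and 13, 14 and 11 with the authors' table and that test.

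The paper places Ptf1a higher among its genes of A-/G+ than limma did, where its rank was 53. The rank was 42 with the methods' t-test and 43 with the authors' table and the methods' t-test, a setting chosen after seeing the values. The paper's discussion counts Gli1 as upregulated in A-/G+; no Gli1 probe passed both limits with limma. Its brighter probe passed them with the 75th percentile shift, with the 2-fold limit and without replicate 3 of A-/G+. With the authors' table and the methods' t-test, chosen after seeing the values, a Gli1 probe stood at rank 78. The paper states that A+/G+ progenitors express no gene of the neurogenic or Bergmann glia clusters. The Ptf1a, Kirrel2, Gdf10 and Wif1 probes were well above background on all 3 A+/G+ arrays, at lower signals than in A-/G+. Since the paper reports the sorted A+/G+ cells as enriched but not pure, other cells in the fraction may give these signals, and they do not contradict the statement.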

Other observations

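The tests of brightness, of GC content, of the bright probes, of only probes well above background on all arrays and of the proliferation genes with dimmed arrays were chosen after the results were seen. In the real split limma called 1073 probes, and 0 in each of the other ways to part the 6 arrays into 3 and 3. Thus 1 of 10 splits gave as many, which with so few splits does not exclude chance.

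With the 4-fold limit, more probes were called higher in A+/G+ than in A-/G+. By the adjusted p alone the numbers were 2589 and 2583, and the share of calls higher in A+/G+ was 57.28% with a 2-fold limit. With all arrays and quantile normalization the imbalance was thus one of large differences, but this depended on the setting. Without replicate 1, 2 or 3 of A+/G+ the numbers by the adjusted p alone were 1025 and 592, 825 and 450, and 835 and 409. They were 3328 and 1690 with the GC correction, and 1227 and 2658, thus toward A-/G+, with the 75th percentile shift. When only probes well above background on all arrays were tested, 2024 were higher in A+/G+ and 3726 in A-/G+ by the adjusted p alone, the larger side thus being A-/G+, although this limit leaves out probes dim in 1 fraction. With the 75th percentile shift in place of quantile normalization the larger side changed, with 39.17% of the calls higher in A+/G+. This change came from dim probes. Among the 27841 probes with the lowest mean signal, the shift called 0 higher in A+/G+ and 561 higher in A-/G+. With quantile normalization these numbers were 112 and 8. Among the 13920 probes next in mean signal, the share with the shift was 55.71%. The direction of the imbalance over all probes thus depends on the normalization through the dim probes. Among the 13920 probes with the highest mean signal, the share at the 4-fold limit was 76.33% and, with the shift, 73.97%, which argues against the normalization as the whole cause for the large differences of these probes. With the 2-fold limit their share was 55.15%, so the lower brightness of the A-/G+ arrays stays open for them. Over all probes, with the A+/G+ arrays dimmed in a simulation, the share was 74.19%, which excludes nothing because the noise was assumed. A correction for the GC content of the probes moved the share away from an even one, to 86.15%. It also moved the median difference of all probes from -0.04 to 0.07 on the log2 scale, so it does not test GC content alone and decides nothing. GC content, the slide and a difference between the fractions themselves stay open.

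Of the Hox list, 13 of 22 genes were higher in A+/G+, with a median difference of 0.21 and an adjusted p of 0.0103 by camera and 0.00338 by fry. With the 7 genes well above background in A+/G+ but on no A-/G+ array set to their limit, or to no difference where it gives no fold, the median was 0.06. It was -0.003 without replicate 3 of A+/G+, and with the 75th percentile shift neither test called the list (adjusted p 0.575 by camera and 0.77 by fry). With dim probes left out, 5 of 5 genes were higher in A+/G+, with a median of 4.08 (adjusted p 0.000147 by camera and 0.000941 by fry). This median rests on signals near background in A-/G+. The genes of the list below 0 with the shift were not well above background on any array. Of the brainstem transcription factors, 6 of 14 were higher in A+/G+, with a median difference of -0.048, a positive mean difference of 0.38 and an adjusted p of 0.744 by camera and 0.00592 by fry, which was 0.0801 without replicate 1 of A-/G+. Only 4 of them were well above background on all arrays of a fraction, so that tissue caudal to the cerebellum is neither excluded nor shown. No other explanation of the Hox values was tested.

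Of the proliferation genes, 0 of 22 genes were higher in A+/G+, with a median difference of -0.60 and an adjusted p of 1.22e-07 by camera and 0.00592 by fry. With the 75th percentile shift the median was -0.72, with an adjusted p of 0.000822 by camera and 0.0092 by fry, both toward A-/G+. With the A+/G+ arrays dimmed in the simulation the adjusted p was 1.64e-07 by camera, which leaves the brightness open. By Ki67 staining, the paper found ACSA-2 positive cells of the prospective white matter to proliferate about as often as all astroglial-like progenitors there. That comparison is of protein within 1 tissue layer and not of the sorted fractions. A difference in cycling between the fractions was not tested here.

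Of genes that the paper names for its stainings, Olig2 was higher in A+/G+ by 4.23 (adjusted p 0.00389, limma) and well above background on 2 A-/G+ arrays. Mbp, which the paper uses with Olig2 for grafted oligodendrocytes, was higher in A-/G+ by 0.79 on its brightest probe (adjusted p 0.0487, limma). Another Mbp probe was called higher in A-/G+, by 2.12 (adjusted p 0.00381, limma). On the dimmest Mbp probe the difference was -0.003 (adjusted p 0.998, limma). Gfap was higher in A+/G+ by 3.03 (adjusted p 0.0182, limma). Without replicate 2 of A+/G+ its adjusted p was 0.0816, the highest over the settings without 1 array. Pvalb was higher in A-/G+ by 1.80 (adjusted p 0.00707, limma), with medians 4.07-fold apart, which fell to 3.6-fold without replicate 2 of A-/G+, below the limit. The medians of Pvalb were also below it with normexp (3.13-fold), the 75th percentile shift (3.87-fold) and the authors' table with limma (3.98-fold).

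Besides the erythroid and brainstem lists, fry but not camera called the next 2 lists. Of the GABAergic interneuron precursor genes, 6 of 14 genes were higher in A+/G+, with a median difference of -0.25 and an adjusted p of 0.254 by camera and 0.00338 by fry. Of the sonic hedgehog targets, 4 of 10 genes were higher in A+/G+, with a median difference of -0.50 and an adjusted p of 0.298 by camera and 0.00922 by fry, the last 0.0575 without replicate 3 of A+/G+. With all arrays, quantile normalization and all probes, neither test called the rest. Of the oligodendrocyte lineage, 10 of 16 genes were higher in A+/G+, with a median difference of 0.47 and an adjusted p of 0.151 by camera and 0.0703 by fry. Without replicate 3 of A-/G+ both tests called it (adjusted p 0.026 and 0.0043). Camera also called it with the 75th percentile shift (0.0246), and fry with dim probes left out (0.0471) and with the A+/G+ arrays dimmed (0.0332). Of the granule neuron genes, 9 of 15 genes were higher in A+/G+, with a median difference of 0.33 and an adjusted p of 0.908 by camera and 0.389 by fry, where camera's direction was toward A-/G+ although the median and the mean are positive. Of the choroid plexus genes, 2 of 12 genes were higher in A+/G+, with a median difference of -0.37 and an adjusted p of 0.365 by camera and 0.568 by fry. Without replicate 2 of A-/G+ their median was -0.95, and camera called them (adjusted p 0.000541). Of the cerebellar identity genes, 3 of 13 genes were higher in A+/G+, with a median difference of -0.17 and an adjusted p of 0.124 by camera and 0.144 by fry, the last 0.0259 without replicate 3 of A-/G+. Of genes on the Y chromosome, 3 of 4 genes were higher in A+/G+, with a median difference of 0.09 and an adjusted p of 0.908 by camera and 0.958 by fry. Of the X inactivation genes, 0 of 2 genes were higher in A+/G+, with a median difference of -1.93 and an adjusted p of 0.378 by camera and 0.202 by fry.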
